# Swimming Impedes Intestinal Microbiota and Lipid Metabolites of Tumorigenesis in Colitis-Associated Cancer

**DOI:** 10.3389/fonc.2022.929092

**Published:** 2022-07-01

**Authors:** Weiyi Wang, Ying Xu, Xiaofeng Wang, Yimin Chu, Haiqin Zhang, Lu Zhou, Haijin Zhu, Ji Li, Rong Kuai, Fengli Zhou, Daming Yang, Haixia Peng

**Keywords:** chronic inflammation, colonic lipid metabolites, colorectal cancer, intestinal microbiota, physical activity, swimming, tumorigenesis

## Abstract

**Background:**

Accumulating data support that regular physical activity potentially inhibits chronic colitis, a risk factor for colitis-associated cancer (CAC). However, possible effects of physical activity on CAC and the underlying mechanisms remain poorly understood.

**Methods:**

A pretreatment of swimming on azoxymethane/dextran sodium sulfate (AOM/DSS)-induced CAC mice was implemented to determine its protective effect. Inflammation and tumorigenesis were assessed using colorectums from C57BL/6 mice. In order to determine how swimming alters colonic lipid metabolism and gene expression, a comparative analysis was conducted. Meanwhile, alterations in intestinal microbiota and short-chain fatty acids (SCFAs) were detected and analyzed. Finally, an integration analysis of colonic lipid metabolism with gene expression and intestinal microbiota was performed respectively.

**Result:**

Swimming pretreatment relieved bowel inflammation and minimized tumor formation. We demonstrated that prostaglandin E2 (PGE2)/PGE2 receptor 2 subtype (EP2) signaling as a potential regulatory target for swimming induces colonic lipid metabolites. Swimming-induced genera, Erysipelatoclostridium, Parabacteroides, Bacteroides, and Rikenellaceae_RC9_gut_group, induced intestinal SCFAs and affected the function of colonic lipid metabolites enriched in glycerophospholipid metabolism and choline metabolism in cancer.

**Conclusion:**

According to our experiments, swimming pretreatment can protect mice from CAC by intervention in the possible link between colonic lipid metabolites and PGE2/EP2 signaling. Further, swimming-induced genera and probiotics promoted glycerophospholipid metabolism and choline metabolism in cancer, the major constituents of colonic lipid metabolites, and increased SCFAs, which were also important mechanisms for the anti-inflammatory and anti-tumorigenic effects of swimming.

## Introduction

Colorectal cancer (CRC) ranks third among all cancers and as the second leading reason for cancer-related deaths globally (1). By applying early screening programs and developing new treatment regimens, colon cancer has witnessed a dramatic increase in 5-year survival rates. The 5-year survival rate of 91% is achieved for people with localized-stage CRC. However, only 15% of survival rate is achieved for people with metastatic-stage CRC (2). CRC has become a worldwide social and public health problem that imposes enormous humanitarian and financial costs on both the patients, the healthcare system, and society at large.

Healthy Lifestyle Score, comprising five high-potential alterable lifestyle factors (non-smoking, moderate alcohol consumption, a healthy diet, physical activity, and a healthy weight), was correlated with a lower risk of CRC, and the risk was to be further decreased as persistence in a healthy lifestyle score increased (3). A recent large-scale demographic-based study uncovered that a colonoscopy significantly reduces the absolute risk for CRC and that adherence to treatment can further reduce the genetically predetermined risk for CRC (4). Physical activity might protect against about 15% of CRC by its dose-dependent effect, making it an important part of a healthy lifestyle score, and its effect was independent of that of the weight control (5, 6). However, the molecular mechanism involved in the protective effects of physical activity are largely obscure yet.

From cellular changes to systemic metastatic spread, CRC has been undergoing a long development process. We therefore have more chances of discovering the risk factors of CRC and precancerous lesions early, intervening and treating them in time to reverse the development of the tumors. It is widely accepted that chronic inflammation has long been recognized as a crucial trigger of somatic tumorigenesis and progression (7–9). CRC can be categorized as two types: colitis-associated cancer (CAC) and sporadic CRC. Chronic relapsing inflammatory bowel disease (IBD) is an essential risk factor for initiating CAC, which is characterized as 2% of CAC incidence after 10 years and 18% after 30 years with a history of IBD (10, 11). There is opportunity for intraventive measures to halt or even reverse the development of the disease in this high-risk population, in light of the long process from IBD to CAC (12). In a rat model of chronic colitis evoked by the use of dextran sodium sulfate (DSS), Qin et al. found that physical activity treatment (i.e., swimming for 1 or 1.5 h per day, 5 days per week, for 7 weeks) in a dose-determined way prohibits colonic shortening, disruption of the colonic barrier, and splenomegaly. Swimming also alleviated dextran sodium sulfate (DSS)-induced chronic colitis by modulating inflammation, oxidative stress, and apoptosis (13). Additionally, these results may encourage further investigation into potential anti-inflammatory and even anticancer mechanisms associated with swimming.

This study used swimming to simulate the common whole-body aerobic activity people do to investigate whether physical activity prevents AOM/DSS-induced CAC, to research the underlying molecular mechanism, develop strategies for CRC prevention and treatment, improve life quality, and guide practical actions.

## Materials and Methods

### Experimental Animals

Male C57BL/6 mice (age, 4 weeks) from the Animal Science Laboratory, School of Medicine, Shanghai Jiaotong University (Shanghai, China), were purchased. We had pathogen-free mice that are bred and raised in the Animal Care Facility of Tong Ren Hospital, Shanghai Jiaotong University School of Medicine, under laboratory conditions (23°C, 50% humidity, 12/12-h light/dark). Shanghai Tong Ren Hospital, Shanghai Jiao Tong University School of Medicine Ethics Committee authorized an experimental protocol.

### Reagents

Azoxymethane (AOM), dextran sodium sulfate (DSS), and antibody against cyclooxygenase-2 were purchased from Sigma-Aldrich (St. Louis, MO, USA), MP Biomedicals (Santa Ana, CA, USA), and Servicebio Technology (Wuhan, China) respectively.

### Experimental Procedure

The schedule of the experiment is shown in **Figure 1**. Thirty male C57BL/6 mice were assigned randomly to four groups: the Ctrl group (n = 5), Ctrl_swim group (n = 5), Model group (AOM/DSS only, n = 10), and Model_swim group (swimming while AOM/DSS, n = 10). Projections of AOM/DSS-induced CAC were carried out by our previous study protocol (14). On the first day, a single dose of AOM (10 mg/kg) was injected i.p. to the mice and thereafter 3 cycles of DSS treatment were applied. On each cycle of DSS, animals in the Model and Model_Swimming groups were treated by water with 2% DSS (w/v) continuously for 7 days, then sterile water for 2 weeks. The Ctr and Ctrl_Swim groups, which served as vehicle controls, received ordinary drinking water during the study period.

**Figure 1:**
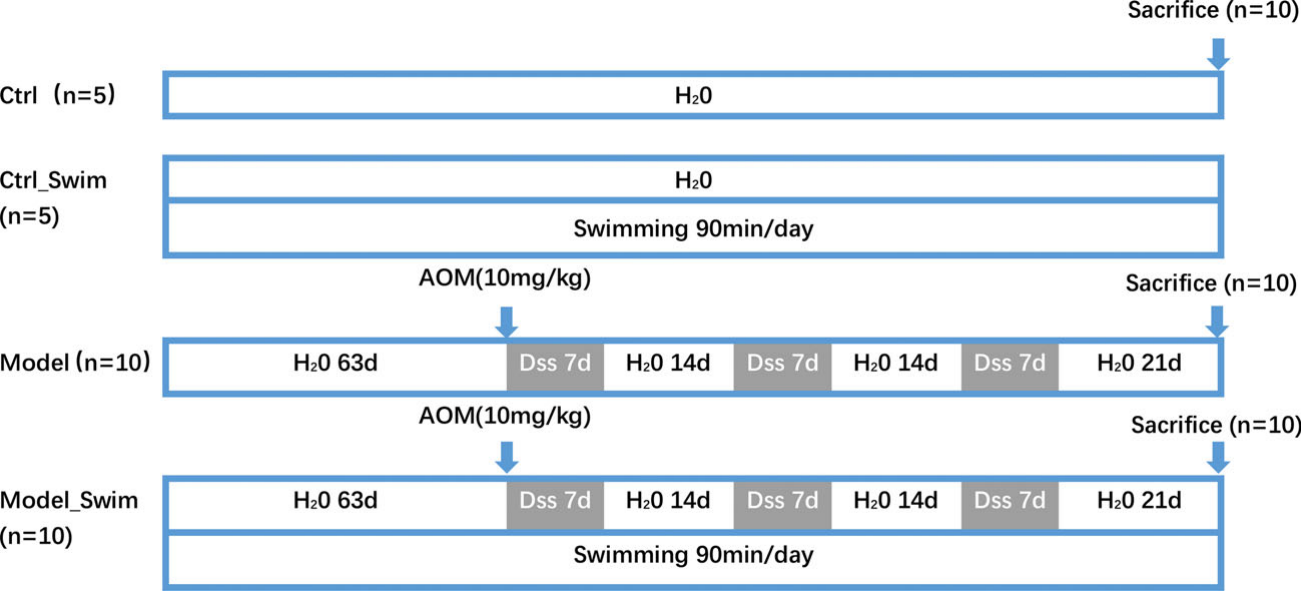
Experimental schedule for AOM/DSS-induced CAC models in mice with swimming pretreatment. Ctrl, control; d, day.

Mice in the Model_Swim and Ctrl_Swim groups performed swimming as previously described (15), with slight modifications. The mice were left to swim in a tank of 225-cm2 surface area, 15-cm depth, and 30–32°C water temperature. The animals swam initially for 20 min a day, with the swimming time increasing by 10 min per day, until reaching 90 min per day, up to the middle of the second week. After acclimatization, each day (10:00 am) the mice were trained for 2 months before the start of the experiment until the end of the experiment. The untrained mice were placed inside the same glass container containing water (kept up to 35°C) in a 2-cm depth.

### Collection and Preparation of Samples

At the end of the experiment, euthanasia was performed on all animals, and laparotomy was performed immediately. From the distal cecum to the rectum, the colon was resected to remove adherent fatty tissue and dissected longitudinally, and collected feces were stored in -80°C; the colon was washed in ice-cold saline for removing fecal debris, and photographs were taken. Histopathological, immunohistochemical, gene expression, and metabolic investigations were performed by utilizing the isolated colon. Feces were analyzed for 16S rRNA gene sequencing, metabonomic investigation, and SCFA detection.

### Evaluation of Histopathology and Immunohistochemistry

Biopsied colon tissues were checked for tumorigenesis on a macroscopic scale. We fixed the tissues in formalin overnight and subsequently replaced the solution with 70% ethanol before paraffin embedding. H&E staining of paraffin sections was carried out following the criterion processes of histological evaluation (16).

### RNA Isolation and Library Preparation

Total RNA was isolated from the colon tissues using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocols. Then libraries were then structured using the TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA, USA) following the manufacturer’s instructions. OE Biotech Co., Ltd. (Shanghai, China), undertook the sequencing and analysis of the transcriptome.

### Analysis of RNA Sequencing and Differentially Expressed Genes

Illumina HiSeq X Ten was utilized to sequence the library. Raw data (raw reads) of fastq format were firstly processed using Trimmomatic (17), and the low-quality reads were removed to obtain the clean reads. The clean reads were mapped to the Mus musculus genome (GRCm38.p6) with HISAT2 (18). Each gene’s FPKM (19), as calculated by Cufflinks (20), and each gene’s read counts were obtained from the HTSeq-count (21). Analysis of differential expression was conducted by the DESeq2 R package (22). Statistically significant differential expression was characterized as q value < 0.05, fold change > 2, or fold change < 0.5. On the basis of hypergeometric distribution, the DEG enrichment analysis was undertaken with R language for Gene Ontology (GO) as well as Kyoto Encyclopedia of Genes and Genomes (KEGG) (23) pathways, respectively. RNA sequencing (RNA-seq) data were deposited in the Gene Expression Omnibus (GEO) of National Center for Biotechnology Information (NCBI) and will be accessible through GEO Series accession number GSE205173 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205173) after the indicated release date.

### Analysis of the Metabolic Profile

Lumen Biotech (Shanghai, China) employed liquid chromatography–mass spectrometry (LC-MS) for evaluating the lipid metabolism in feces and colonic tissues. When extracting metabolites, the chemical properties of multitarget metabolites require consideration. Lipid metabolites were extracted from 20 mg of feces and 60 mg of tissue with storage at -20°C prior to LC-MS analysis.

A Dionex Ultimate 3000 RS UHPLC fitted with a Q Exactive Plus Quadrupole-Orbitrap Mass Spectrometer equipped with a heated electrospray ionization (ESI) source (Thermo Fisher Scientific, Waltham, MA, USA) was used for analyzing the metabolic profiles in ESI-positive and ESI-negative ion modes. Analysis in positive and negative modes was performed by means of an ACQUITY UPLC HSS T3 column (1.8 μ m, 2.1 × 100 mm). The binary gradient elution system comprised (A) water (with 0.1% formic acid, v/v) with (B) acetonitrile (with 0.1% formic acid, v/v); the following gradients were used to achieve the separation: 5% B, 0 min; 5% B, 2 min; 25% B, 4 min; 50% B, 8 min; 80% B, 10 min; 100% B, 14 min; 100% B, 15 min; 5% B, 15.1 min; and 5% B, 16 min. The flow rate was 0.35 ml/min while the column temperature was 45°C. In the course of the analysis, all samples were stored at 4°C. We set the injection volume to 1 μl, and the mass rises from m/z 100 to 1,000. The resolution of the full mass spectrometry scan at 70,000 and the HCD MS/MS scan at 17,500 was set. The collision energy was set in the ranges of 10, 20, and 40 eV. In accordance with the mass spectrometer, the spray voltage was 3,000 V (−) and 3,800 V (+); the flow rate of sheath gas was 35 arbitrary units; the flow rate of auxiliary gas was 8 arbitrary units; the temperature of the capillary was 320°C; the temperature of the Aux gas heater was 350°C; and the S-lens RF level was 50. Regular injections of quality control (QC) (every 10 samples) were applied throughout the analytical process to demonstrate the reproducibility.

From Lumingbio, the target LC-MS database was used to identify lipid metabolites. Progenesis QI (Waters Corporation, Milford, USA) data processing software was applied to identify metabolites in this study, which was public database based, both http://www.hmdb.ca/ and http://www.lipidmaps.org/ in addition to self-built databases. To visualize metabolic alterations, we utilized principle component analysis (PCA) as well as (orthogonal) partial least square discriminant analysis (O) (PLS-DA). On the combination of a statistically significant variable influence on the projection (VIP) threshold and p values, when VIP > 1.0 and p < 0.05, the differential metabolites were selected.

Short Time sequence Expression Miner (STEM) was employed for identifying significantly different lipid metabolites (p < 0.05). Different-metabolite pathway enrichment was analyzed with the KEGG database. With these data, a gene–pathway–metabolite network was constructed by Cytoscape.

### Short-Chain Fatty Acid Analysis

Short-chain fatty acids (SCFAs) of feces (20 mg) were extracted. Afterward, samples were placed at -20°C for at least 30 min, then a 0.22-μm organic-phase pinhole filter was applied through for subsequent ultra-performance LC (UPLC)-tandem MS (MS/MS) analysis by Luming Biotech Ltd. (Shanghai, China).

### Sequencing Analysis of the 16S rRNA Gene

Fecal samples from experimental mice were extracted for DNA with a QIAamp Fast DNA Stool Mini Kit (Cat# 51604, QIAGEN, Venlo, Netherlands). Amplification of bacterial DNA was carried out by primers targeting the V3–V4 regions (5′-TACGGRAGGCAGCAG-3′, 5′-GGGTATCTAATCCT-3′). OE Biotech in Shanghai conducted DNA sequencing with a MiSeq PE300 platform from Illumina (CA, USA).

Trimmomatic software (17) is an application of preprocessing paired-end reads for detecting and cutting off obscure base(s) (N). In addition, it trimmed the quality score below 20 for low-quality sequences using the trimming method for sliding windows. Following trimming, FLASH software assembled the paired-end reads (24). The assembly parameters are as shown below: minimum overlap of 10 bp, maximum overlap of 200 bp, with a 20% maximum mismatch rate. We performed further denoising of the sequences in the following details: dropping reads with obscure, homologous sequences or less than 200 bp. Utilizing QIIME software (version 1.8.0), only 75% of the reads for bases above Q20 were retained (25). Followed by using VSEARCH, reads with chimeras were detected and removed (26). VSEARCH software was used to generate operational taxonomic units (OTUs) by clustering with a cutoff of 97% similarity. An RDP classifier was used to annotate the OTU against version 123 of the Silva database (70% confidence threshold) using QIIME software (27). In fecal samples, microbial diversity analysis was performed by the Chao1 index (28) and Shannon index (29). A binary Jaccard-based principal coordinate analysis (PCoA) was carried out by using the UniFrac distance matrix generated by QIIME software. Microbial multivariate statistical analysis used Kruskal–Wallis difference statistics. The bacterial species that differ among the four groups were identified by linear discriminant analysis and effect size measurements (LEfSe). OE Biotech Co., Ltd. (Shanghai, China), performed the sequencing and analysis of 16S rRNA. The 16S sequencing data were deposited in the NCBI BioProject under accession number PRJNA845074. The Sequence Read Archive (SRA) records will be accessible with the following link after the indicated release date: http://www.ncbi.nlm.nih.gov/bioproject/845074.

### Statistics

By utilizing GraphPad Prism 9.0 software, Student’s t tests were employed in analyzing gene expression, tumors number, tumors size on average, colon length, and bacterial diversity. Significant results were considered if 2-tailed p-values <0.05.

## Results

### Swimming Pretreatment Attenuates AOM/DSS-Induced Tumor Development

The chemopreventive effect of swimming on CAC evaluated. The shortening of colonic length was significantly alleviated after swimming pretreatment, which indirectly suggested that swimming had chemopreventive effect on colitis (**Figure 2A**). We then focused on observing the neoplastic lesions on AOM/DSS induced CAC mice, and the macroscopic images of the colon in different groups of mice were shown in **Figure 2B**. Most tumors were located in the colorectum ranging from 1 mm to 5 mm, and a few were in the proximal colon. Swimming pretreatment significantly inhibited colitis-induced tumor’s multiplicity and size, by a 60% tumorigenicity rate and an average of 2.7 gross tumors (mean diameter, 2.25 mm) each mouse of Swimming-pretreated mice vs a 100% tumorigenicity rate and 7 tumors (mean diameter, 2.45 mm) each mouse of the Model group (**Figures 2C–F**). In histological assessment, mice of the Model group displayed multiple adenomas and invasive adenocarcinomas, while mice of the Model_Swim group were characterized by disease mainly in the form of crypt dysplasia and adenomas (**Figure 2G**). In addition, swimming affected the expression of cyclooxygenase-2 (COX-2) in the colon. The expression of COX-2, one of inflammation-related enzyme and exercise-induced expression alteration biomarkers (9, 30), was upregulated in mucosal surfacing by AOM/DSS in Modle group (**Figure 2H**, Model**)**, and was down in Swimming pretreatment group (**Figure 2H**, Model_Swim**).**

**Figure 2:**
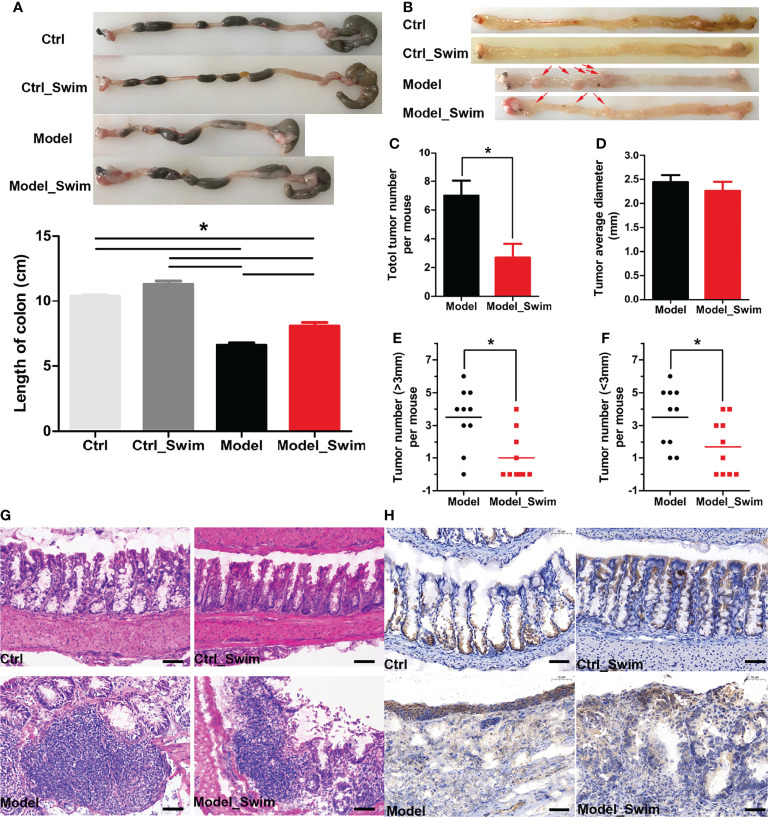
Pretreatment with swimming alleviates colitis and tumorigenesis in AOM/DSS-induced CAC mouse models. **(A)** Representative images for both colon morphology and colonic length statistics. **(B)** Representative macrographic impressions. Remarkable red arrows represent tumors larger than 1 mm diameter. **(C–F)** Tumor morphology, tumor diameter and tumor distribution statistics. **(G)** The representative colonic H&E section. **(H)** Stained immunohistochemically by Cyclooxygenase-2 (COX-2). Results were presented by mean ± SEM. *P < 0.05, compared with Model group. Original magnification, ×200.

### AOM/DSS and Swimming Pretreatment-Induced Changes in Transcription

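RNA of the colorectal tissue of 12 mice was sequenced, 3 mice from each of the 4 groups, with 1 library per mouse. Mice of the Model and Model_Swim groups received azoxymethane (AOM), a carcinogen, at 10 mg/kg and then 3 cycles of 2% dextran sulfate sodium (DSS), which inflames the colon, and mice of the Ctrl and Ctrl_Swim groups received neither. Mice of the Ctrl_Swim and Model_Swim groups swam for up to 90 min per day. The paper's methods name TRIzol for RNA extraction, while the sample descriptions name a mirVana kit. Libraries were made with the TruSeq Stranded mRNA kit and sequenced on an Illumina HiSeq X instrument. The authors trimmed the reads with Trimmomatic, aligned them to the mouse genome GRCm38.p6 with HISAT2, and counted them on genes with HTSeq-count. They deposited these raw counts for 18514 genes, listed by symbol, and the FPKM values, scaled to transcript length and library size, that they computed with Cufflinks. Within each gene, the FPKM was proportional to the gene's share of the counts, and 115 genes had no count in any mouse. Total counts ranged from 19230024 to 19451055 in Ctrl mice (median 19353947), from 18133267 to 18687803 in Ctrl_Swim mice (median 18188601), from 17256953 to 18398965 in Model mice (median 17722605), and from 18115201 to 18589511 in Model_Swim mice (median 18163725). A count of 3, the upper limit that a count of 0 allows, corresponds to between 0.154 and 0.174 CPM, the count relative to the library's total. This limit covers counting error only. The counts were normalized by edgeR's TMM method, and the 15484 genes kept by edgeR's filter on low counts were tested by its quasi-likelihood test in a single fit of the 4 groups, with Benjamini-Hochberg adjustment. Expression is given below as CPM after TMM normalization, and fold changes are on the log2 scale. With 3 mice against 3, an exact two-sided permutation test of a single value cannot give a p below 0.1, so the p-values of single genes come from edgeR's fit across all genes.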

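A gene was counted as differential at an adjusted p-value under 0.05 and a fold change over 2 or under 0.5, which are the study's cutoffs. The paper's text does not name the comparisons for RNA, so the 4 that it names for lipids were used. Between Model and Ctrl, 1150 genes passed the cutoffs, 961 higher and 189 lower in Model. By DESeq2, the study's tool, 1166 of 1369 were higher, and by the adjusted p-value alone 2562 of 5066. In 987 of the 1150 genes, which were selected on these same mice, the 3 Model mice did not overlap the 3 Ctrl mice. Over all genes tested 44.2% had no overlap, where chance alone gives 10%. Between Model_Swim and Model, 11 genes passed, 10 higher and 1 lower in Model_Swim, all 11 without overlap. The split by direction was not the same under the alternatives, with 42 of 115 higher in Model_Swim by DESeq2 and 13 of 68 without Model 2. Between Ctrl_Swim and Ctrl, 26 genes passed, 4 higher and 22 lower in Ctrl_Swim, against 35 higher of 76 by DESeq2. Between Model_Swim and Ctrl_Swim, 155 genes passed, 143 higher and 12 lower in Model_Swim. These counts come from the single fit, in which the groups share 1 spread per gene. The Model mice differed from one another more than the mice of other groups. In fits of only the groups compared, 840 genes passed between Model and Ctrl and 2 between Model_Swim and Model. The same fits gave 52 genes between Ctrl_Swim and Ctrl and 272 between Model_Swim and Ctrl_Swim. The difference between the effect of swimming in AOM/DSS mice and in untreated mice was tested as an interaction, in which 0 genes passed and 2947 had an unadjusted p under 0.05. The union of the 4 comparisons held 1203 genes, of which 1019 passed only between Model and Ctrl. Of the alternatives, the adjusted p-value alone, without a cutoff on the fold change, moved the union most, to 5269 genes. Without Ctrl 2, 718 genes passed between Model and Ctrl and the union held 765. Without Model 3, 327 genes passed between Model_Swim and Model, 274 between Model_Swim and Ctrl_Swim, and 248 in the interaction. Without Model 2, 68 genes passed between Model_Swim and Model and 38 in the interaction, and without Model 1, 20 passed in the interaction. Without Ctrl_Swim 2, 17 genes passed between Model_Swim and Model and 62 in the interaction, while without Model_Swim 2, 6 passed between Model_Swim and Model. Between Ctrl_Swim and Ctrl, 0 genes passed without Ctrl 1, Ctrl 3 or Ctrl_Swim 3 (1878, 1929 and 2182 genes at an unadjusted p under 0.05), 3 without Ctrl 2, 5 without Ctrl_Swim 2, 6 without Ctrl_Swim 4, and 9, 1 and 14 without Model_Swim 1, 2 and 3. Between Model_Swim and Ctrl_Swim, the number fell to 71, 52 and 103 without Ctrl_Swim 2, 3 and 4, and to 91, 50 and 46 without Model_Swim 1, 2 and 3.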

We compared gene transcript expression between groups and selected the concatenation of differential genes, i.e. 1403 genes differentially expressed genes for subsequent analysis. 

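To compare the Model and Model_Swim groups on genes that were not picked by that comparison, the 6 mice given AOM/DSS were first tested against the 6 mice without it, blind to swimming. In this fit 545 genes passed the cutoffs, 454 of them higher in AOM/DSS mice. In 65.9% of these genes the mean log2 CPM of the Model mice lay farther from the untreated mice than that of the Model_Swim mice. Over the 20 ways to label 3 of the 6 AOM/DSS mice as Model, the share ranged from 12.5% to 87.5%, and 5 labellings gave a share as high as the real one (exact one-sided permutation test, p = 0.25, where the smallest possible p is 0.05). Of the alternatives, leaving out a Model mouse moved the share most, to 53.3% without Model 1 (exact p = 0.50) and 88.9% without Model 3 (exact p = 0.10, the smallest that the 10 labellings of the remaining mice allow). With genes selected by the adjusted p-value alone, the share was 75.7% (exact p = 0.05).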

Short Time-series Expression Miner (STEM) was applied for analysis of 1403 differential genes (**Figure 3A**), and we considered that the differential expression of the genes, which were elevated or decreased in the Model group compared to the Ctrl and Ctrl_Swim groups and could be correspondingly decreased and increased in the Model_Swim group were influenced by swimming. In all, 1054 out of 1403 of the differentially expressed genes were significantly clustered in seven models, including profile 49 (**Figure 3B**), profile 29 (**Figure 3C**), profile 30 (**Figure 3D**), profile 28 (**Figure 3E**), profile 41 (**Figure 3F**), profile 22 (**Figure 3G**) and profile 42 (**Figure 3H**), only 279 genes of profile 30 (**Figure 3D**), profile 28 (**Figure 3E**) and profile 22 (**Figure 3G**) met our screening criteria and were screened (**Figure 3I**). 

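Of the 1203 genes of the union, 967 met the screening rule on group means. By this rule the Model mean of log2 CPM lay above or below both the Ctrl and the Ctrl_Swim means. The Model_Swim mean had to lie on the control side of the Model mean, and a mean that went past control also counted. The 967 genes were 80.4% of the union, 786 of them higher and 181 lower in Model. Of the union, 1150 genes were selected for a difference between Model and Ctrl in these same mice. That selection favours the rule with or without an effect of swimming, so the share alone does not show a reversal. In single groupings of the 12 mice drawn at random, 317 of 319, 253 of 275, 44 of 87 and 21 of 884 union genes met the rule. Between Model_Swim and Model themselves, 11 of the 967 genes passed the cutoffs and 347 had an unadjusted p under 0.05. In 241 of the 967 genes all 3 Model mice lay beyond all other mice. Without Model 3, 1671 genes met the rule. STEM assigns each gene to the preset profile that its group means follow most closely and then tests which profiles hold more genes than chance gives. That test was not repeated, and each gene was placed at the most correlated of the 7 profiles drawn in Fig. 3B–H. This placed 286 genes of the union at the profile of Fig. 3B, 304 at that of Fig. 3C, 204 at Fig. 3D, 58 at Fig. 3E, 56 at Fig. 3F, 203 at Fig. 3G and 92 at Fig. 3H. The profiles of Fig. 3D, Fig. 3E and Fig. 3G together held 465 genes.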

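Among the 11 genes that passed the cutoffs between Model_Swim and Model were Slc26a1, Ciart, Arntl, Dbp, Nr1d1, Nr1d2, Per3, Tef, St3gal5 and Gm6086, of which the first 3 come from a rule set in advance and the others were named after their values were seen. Slc26a1, on chromosome 5 of GRCm38.p6 from 108669878 to 108678380, was higher in Model_Swim than in Model by a log2 fold change of 4.88 (standard error 0.50, adjusted p = 0.00250). Its adjusted p ranged from 8.68e-17 to 0.693 over its alternatives, 3 of which lost the call. Ciart, on chromosome 3 from 95878500 to 95882257, was higher by 2.94 (standard error 0.36, adjusted p = 0.0109), and without Model_Swim 2 its adjusted p was 0.0581 (2.49e-16 to 0.981 over its alternatives). Arntl, on chromosome 7 from 113178471 to 113314126, had a log2 fold change of -1.41 (standard error 0.18, adjusted p = 0.0134). Without Model_Swim 1, 2 or 3, the adjusted p of Arntl was 0.0925, 0.110 and 0.0994 (1.35e-10 to 0.981 over its alternatives). In a fit of only the groups compared, edgeR's adjusted p was 0.0878 for Slc26a1, 0.176 for Ciart and 0.0780 for Arntl. All 11 genes differed between Model and Ctrl in the opposite sense, each with an adjusted p under 0.05, and between Model_Swim and Ctrl the lowest adjusted p of the 11 was 0.0510. In Model_Swim 1 to 3, Ctrl_Swim 2 and Ctrl_Swim 4, 8 abundant genes of the pancreas lay at 0.00530% or less of their summed level in Model 1 and Model 3. The 8 genes were chosen, out of 10, for staying under 1 CPM in these same mice. In Ctrl 1 to 3, Ctrl_Swim 3 and Model 2 the 8 genes lay at 0.0430% or more. All 3 Model libraries thus fall on 1 side of this division and all 3 Model_Swim libraries on the other. With a term in the fit for this division of the libraries, 0 genes passed between Model_Swim and Model and 719 had an unadjusted p under 0.05. Every group but Ctrl_Swim lies wholly on 1 side, so the term was estimated from Ctrl_Swim 3 against Ctrl_Swim 2 and Ctrl_Swim 4 alone. The loss of the calls therefore cannot tell a batch from a loss of precision. With the term, the log2 fold change was 3.98 for Slc26a1, 2.82 for Ciart and -1.58 for Arntl.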

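The genes that met the screening rule were compared with 19 lists of genes that mark cell types, tissues and pathways, with the 15484 tested genes as the background (one-sided Fisher's exact test, adjusted over the 19 lists). Of the 22 tested genes of pancreatic acinar cells, which secrete digestive enzymes, 21 met the rule, where 1.37 would be expected by chance (adjusted p = 1.63e-23). Of the 18 tested genes of B cells and lymphoid follicles 13 met it (adjusted p = 1.24e-11), of the 17 T cell genes 10 (adjusted p = 7.10e-08), of the 15 neutrophil genes 5 (adjusted p = 0.00633), of the 28 genes of squamous epithelium 7 (adjusted p = 0.00633), of the 12 Paneth cell genes 4 (adjusted p = 0.0158) and of the 16 macrophage genes 4 (adjusted p = 0.0408). Genes move together within a mouse, which this test does not take into account. The acinar genes were high in Model 1 and Model 3 alone, where their summed expression was 58173 and 28563 CPM, or 5.82% and 2.86% of the library total after TMM normalization. In Model 2 the sum was 486 CPM, in the Ctrl mice it was 618 ± 105 CPM (SD, n = 3), in the Ctrl_Swim mice 314 ± 85.6 CPM (SD, n = 3) and in the Model_Swim mice 288 ± 19.8 CPM (SD, n = 3). Pnlip, which encodes pancreatic lipase, had 7201 CPM in Model 1, 8.51 CPM in Model 2, 3046 CPM in Model 3 and between 4.54 and 5.15 CPM in the Ctrl mice. Cela2a, which encodes an elastase of the pancreas, had 7079.5 CPM in Model 1, 7.11 CPM in Model 2 and 3695 CPM in Model 3. Of all the genes that met the rule, 112 had Model 1 and Model 3 as their 2 highest mice and 212 had Model 1 and Model 2.

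**Figure D1:**
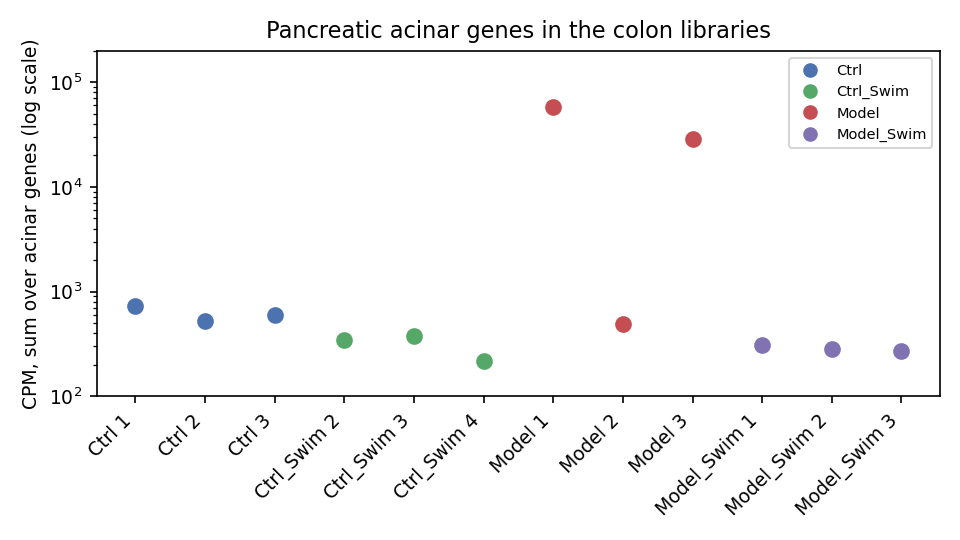
Summed expression of the pancreatic acinar genes in each of the 12 mice, in CPM on a log scale, with each mouse named on the horizontal axis and each group in its own colour. Model 1 lies at 58173 CPM and Model 3 at 28563 CPM, and the other 10 mice lie between 216.6 and 730.9 CPM.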

KEGG enrichment analysis of the 279 genes showed many functions involving digestion and absorption, metabolism of nutrient elements, and about adhesion, migration, and cytokine interactions (**Figure 3J**), suggesting that swimming motivates body nutrient utilization and energy metabolism as well as acts as an inhibitor of colon cancer by affecting the gene expression of several aspects of inflammatory immune-related functions in AOM/DSS-induced CAC mice. We therefore selected these functionally enriched inflammatory immune-related genes which are directly related to tumorgenesis for analysis, a total of 48 differential genes were involved (**Figure 3K**). 

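The 48 genes were taken by name from Fig. 3K and Fig. 6A, and 44 of them passed the filter on low counts and were tested. By group mean, 40 of these were highest and 3 lowest in Model. Between Model and Ctrl, 42 of the 44 passed the cutoffs over all genes tested, 39 higher and 3 lower in Model, with a median log2 fold change of 1.33 over the 44 genes, and 43 passed with p-values adjusted over the list alone. Between Model_Swim and Model, 0 passed over all genes tested and 0 adjusted over the list alone, while 16 had an unadjusted p under 0.05. The study chose the list on these samples, so the counts adjusted over the list alone are not independent evidence. The lowest adjusted p between Model_Swim and Model was 0.231, and the median log2 fold change was -0.54. In 43 of the 44 genes the Model_Swim mean lay on the control side of the Model mean. The study screened its genes for this pattern on these samples, so the count is not independent evidence. In 19 genes the Model and Model_Swim mice did not overlap, a count that the study's choice of the list on these samples raises, and over all genes tested 16.9% had no overlap, where chance alone gives 10%. Likewise in 19 genes, all 3 Model mice lay beyond all 9 other mice. The highest single mouse was Model 1 for 15 genes, Model 2 for 14 and Model 3 for 11. The squamous covariate, chosen after seeing the data, moved the list most, to 23 genes between Model and Ctrl. Without Model 2, Rbpjl passed between Model_Swim and Model, and without Model 3, Pla2g4f passed.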

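Fzd9, which encodes a Wnt receptor and lies on chromosome 5 of GRCm38.p6 from 135248938 to 135251047, was expressed at 0.929 ± 0.415 CPM in Model, 2.42 ± 0.471 CPM in Ctrl, 2.06 ± 0.994 CPM in Ctrl_Swim and 1.30 ± 0.407 CPM in Model_Swim (SD, n = 3 each). Behind these values are between 12 and 60 counts per mouse. Its log2 fold change between Model and Ctrl was -1.38 (standard error 0.42, adjusted p = 0.0291). This adjusted p rose above 0.05 without any 1 of the Ctrl mice (0.100 without Ctrl 1, 0.0664 without Ctrl 2 and 0.0574 without Ctrl 3), without Model 2 (0.106) and without Model 3 (0.0701), and ranged from 0.0148 to 0.145 over its alternatives. Cldn15, which encodes a claudin of tight junctions and lies on chromosome 5 from 136967869 to 136975845, was expressed at 120 ± 34.3 CPM in Model, 254 ± 2.42 CPM in Ctrl, 217 ± 15.4 CPM in Ctrl_Swim and 155 ± 7.56 CPM in Model_Swim (SD, n = 3 each). It was lower in Model than in Ctrl by a log2 fold change of -1.08 (standard error 0.16, adjusted p = 0.00118), which became -0.89 without Model 1, inside the cutoff on the fold change. Tfrc, which encodes the transferrin receptor and lies on chromosome 16 from 32608896 to 32632794, was expressed at 174 ± 32.3 CPM in Model, 389 ± 29.5 CPM in Ctrl, 359 ± 44.2 CPM in Ctrl_Swim and 235 ± 27.6 CPM in Model_Swim (SD, n = 3 each). Between Model and Ctrl its log2 fold change was -1.16 (standard error 0.14, adjusted p = 0.000523). For each of the 3 genes every Model mouse lay below every Ctrl mouse. Between Model_Swim and Model, the log2 fold change was 0.47 for Fzd9 (adjusted p = 0.670), 0.35 for Cldn15 (adjusted p = 0.366) and 0.41 for Tfrc (adjusted p = 0.253). The 3 Model_Swim mice lay above the 3 Model mice for Tfrc and overlapped them for Fzd9 and Cldn15.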

Among which we observed that only three genes expression, Fzd9, Cldn15 and Tfrc in the Model group were the lowest, while the other genes expression in each group were the opposite. Meanwhile, we observed that the AOM/DSS induced CAC mice upregulated Ptger2, Pla2g4f and Ptges expression, to increase synthesis of Prostaglandin E2 (PGE2) receptor 2 subtype (EP2), a G protein-coupled receptor, and that PGE2, a downstream arachidonic acid metabolites of COX-2 and prostaglandin E synthase (PTGES), binds to EP2 to mediate multiple intracellular signaling pathways to promote colon cancer development (9, 31, 32). 

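Ptger2, which encodes the EP2 receptor and lies on chromosome 14 of GRCm38.p6 from 44988111 to 45003820, was expressed at 2.00 ± 0.509 CPM in Ctrl, 2.82 ± 0.159 CPM in Ctrl_Swim, 2.48 ± 0.374 CPM in Model and 2.63 ± 0.157 CPM in Model_Swim (SD, n = 3 each), from between 28 and 58 counts per mouse. Its log2 fold change between Model and Ctrl was 0.31 (standard error 0.24, adjusted p = 0.329), within the spread between mice, and the Model mice overlapped the Ctrl mice. Pla2g4f, which encodes a cytosolic phospholipase and lies on chromosome 2 from 120299952 to 120314165, was expressed at 5.77 ± 1.07 CPM in Ctrl and 14.4 ± 9.33 CPM in Model (SD, n = 3 each). The Model mean comes from 20.5 CPM in Model 1, 19.0 CPM in Model 2 and 3.68 CPM in Model 3, which lay below all 3 Ctrl mice. Its log2 fold change was 1.32 (standard error 0.45, adjusted p = 0.0460), and 20 of the alternatives lost the call. Among them were the fits without Model 1 (adjusted p = 0.134) and without Model 2 (adjusted p = 0.139), and the adjusted p ranged from 5.99e-05 to 0.684 over all of its alternatives. Of the 12 fits that each left out 1 mouse, the call held in the fit without Model 3 alone. Ptges, which encodes prostaglandin E synthase and lies on chromosome 2 from 30889471 to 30931020, was expressed at 7.51 ± 1.59 CPM in Ctrl and 18.8 ± 3.38 CPM in Model (SD, n = 3 each). Every Model mouse lay above every Ctrl mouse, and the log2 fold change of 1.33 (standard error 0.18, adjusted p = 0.000863) passed the cutoffs under every alternative that was run.

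**Figure D2:**
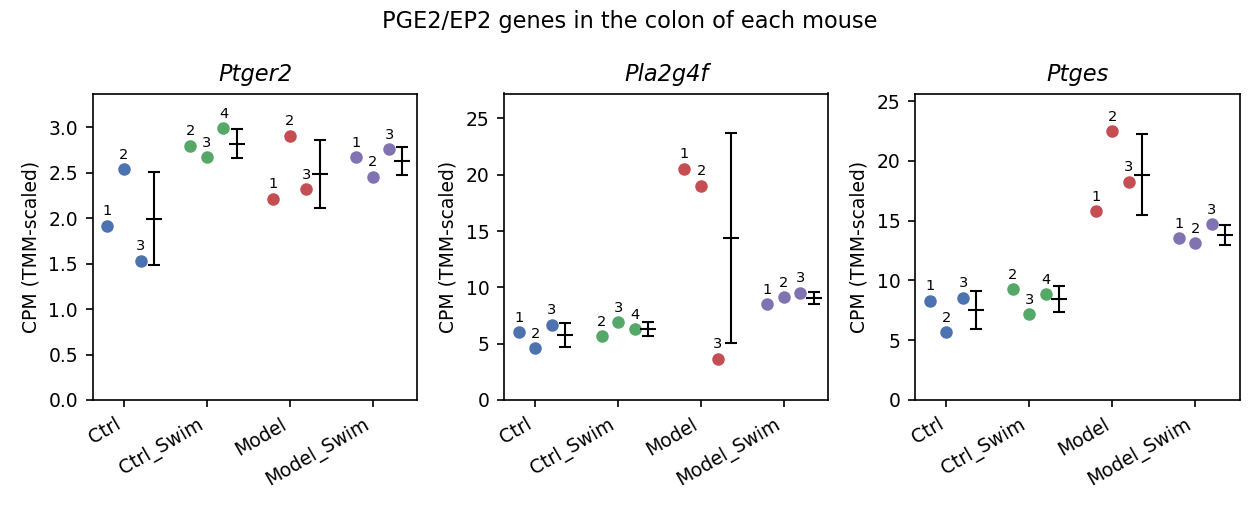
Expression of Ptger2, Pla2g4f and Ptges in CPM, with 1 point for each mouse, numbered by replicate, and beside each group its mean with the SD (n = 3). For Ptger2 all mice lie between 1.53 and 2.99 CPM, and the Model mice overlap those of each other group, while the Ctrl_Swim mice lie above the Ctrl mice. For Pla2g4f, Model 3 lies at 3.68 CPM below the Ctrl mice, and for Ptges the 3 Model mice lie at 15.8, 22.5 and 18.3 CPM above all others.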

The rest of the genes were mainly related to Cell adhesion molecules (CAMs), Leukocyte transendothelial migration, IL-17 signaling pathway, Ferroptosis, Intestinal immune network for IgA production, Cytokine-cytokine receptor interaction, etc. 

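Lists of genes that mark immune cells were tested between the groups with limma's camera, at a preset correlation between genes of 0.01 and with adjustment over 19 lists and 4 comparisons, and again with limma's fry, which needs no preset correlation. Between Model and Ctrl, the lists of B cells and lymphoid follicles, T cells, neutrophils and macrophages were higher in Model (camera's adjusted p = 1.94e-07, 3.71e-06, 1.86e-07 and 3.29e-11), and all 4 also passed under fry (adjusted p = 0.0458, 0.0352, 0.0326 and 0.00113). All 18 tested genes of B cells, all 17 of T cells, all 15 of neutrophils and 15 of the 16 of macrophages were higher in Model. Between Model_Swim and Model, camera called the lists of B cells (adjusted p = 1.34e-17), plasma cells (adjusted p = 2.53e-06), T cells (adjusted p = 0.00227) and macrophages (adjusted p = 0.0255) lower in Model_Swim, with median log2 fold changes of -1.11, -0.45, -0.49 and -0.14. Of these, the plasma cell list, which covers the secretion of IgA, also passed under fry (adjusted p = 0.0249), with 9 of its 11 genes lower, while the lists of B cells (adjusted p = 0.0896), T cells (adjusted p = 0.394) and macrophages (adjusted p = 0.357) did not. The neutrophil list passed under neither (camera's adjusted p = 0.894, fry's adjusted p = 0.963). Between Model and Ctrl, the plasma cell list was not called (camera's adjusted p = 0.634, fry's adjusted p = 0.490). Its decrease in Model_Swim is therefore not shown to reverse a change with AOM/DSS. The plasma cell list was also lower in Ctrl_Swim than in Ctrl (median log2 fold change -0.40, fry's adjusted p = 0.0136). All 3 Model libraries carried reads of pancreatic genes above the level of the 3 Model_Swim libraries, so no Model and Model_Swim library could be compared within 1 side of that division.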

Swimming may inhibit CAC processes by inhibiting PGE2/EP2 receptor-ligand binding and intracellular signaling pathways mentioned above.

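Between Model_Swim and Model, the log2 fold change of Ptger2 was 0.066 (standard error 0.23, adjusted p = 0.931), and it turned to -0.024 without Model 1. Pla2g4f was expressed at 6.28 ± 0.625 CPM in Ctrl_Swim and 9.05 ± 0.503 CPM in Model_Swim (SD, n = 3 each), and its log2 fold change between Model_Swim and Model was -0.68 (standard error 0.45, adjusted p = 0.534). Model 1 and Model 2 lay above and Model 3 below all 3 Model_Swim mice. Without Model 3, the log2 fold change of Pla2g4f was -1.13 and passed the cutoffs (adjusted p = 0.00254, the lowest over its alternatives, which reached 0.996). Ptges was expressed at 8.44 ± 1.12 CPM in Ctrl_Swim and 13.8 ± 0.837 CPM in Model_Swim (SD, n = 3 each). Every Model_Swim mouse lay below every Model mouse, with a log2 fold change of -0.47 (standard error 0.18), which did not pass the adjustment over all genes (adjusted p = 0.297). In the test of whether the effect of swimming differed between AOM/DSS and untreated mice, the log2 difference was -0.41 for Ptger2 (adjusted p = 0.531), -0.79 for Pla2g4f (adjusted p = 0.535) and -0.62 for Ptges (adjusted p = 0.229). The list of 22 tested genes of the prostaglandin pathway did not differ between Model_Swim and Model, with 11 of the 22 higher (camera's adjusted p = 0.578, fry's adjusted p = 0.648). These values measure RNA, not prostaglandin E2 or its binding to EP2. The paper reports higher expression of Ptger2, Pla2g4f and Ptges in the Model group, and in its Discussion a smaller rise of the pathway's markers in the swimming groups, and it proposes that swimming may inhibit this receptor-ligand binding and the signaling pathways that follow it.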

**Figure 3:**
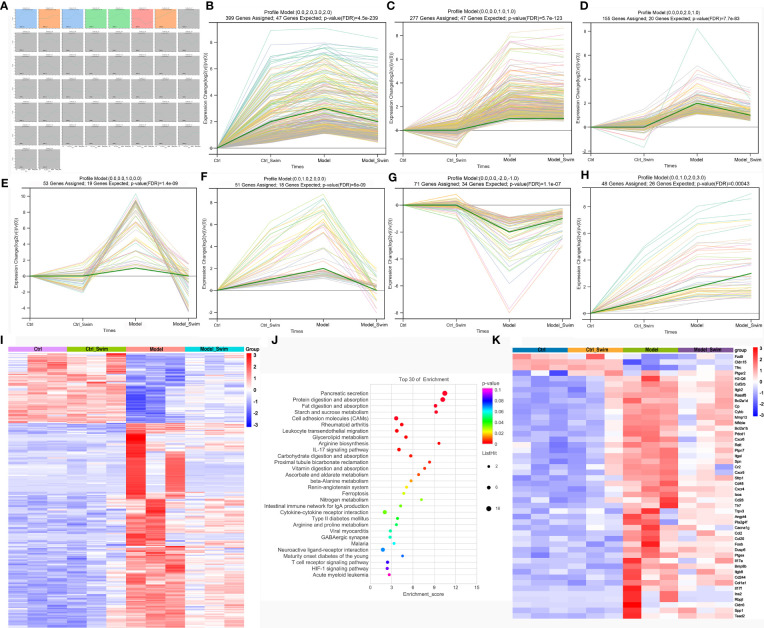
Variations in transcription induced by AOM/DSS and swimming pretreatment. **(A–H)** Patterns of gene expression across the four groups inferred by Short time−series expression minor clustering analysis (STEM) analysis. **(I)** Heatmap of the differential genes caused by swimming in AOM/DSS-induced CAC Mice. **(J)** KEGG enrichment analysis of the differential genes caused by swimming in AOM/DSS-induced CAC Mice. **(K)** Heatmap of the screened 48 differential genes caused by swimming in AOM/DSS-induced CAC Mice.

### Swimming Pretreatment Alters Composition of the Intestinal Microbiota Community

Overall, 16S rRNA sequencing produced 57,318 and 71,203 valid tags of average lengths 271.43 to 440.29 bp. In our result, we got 4666 operational taxonomic units (OTUs) that were part of 16 phyla, 24 classes, 73 orders, 119 families, and 246 genera. The species accumulation curve and the rarefaction curve(**Supplementary Figure. S1**) from a total of all samples reflected that the sequencing depth was adequate to characterize the bacterial richness and diversity of all samples. Following false discovery rate (FDR) correction (FDR < 0.05), 1606 OTUs, 0 phyla, 1classes, 12 orders, 23 families, and 55 genera were significantly different among the 4 groups.

At the phylum level, Bacteroidota increased after swimming (Ctrl_Swim:76.98%, Model_Swim:81.55% vs Ctrl: 71.77%, Model: 74.39%) and Firmicutes decreased (Ctrl_Swim:17.78%, Model_Swim:11.39% vs Ctrl:22.59%, Model:16.63%) (**Figure 4A**). At the genus level, the Model_Swim group had the lowest percentage of Muribaculaceae, Lachnospiraceae_NK4A136_group, Colidextribacter and the highest percentage of Alloprevotella, Bacteroides, Parabacteroides among the four groups, and it was also observed that Lactobacillus, a related genus in our previous study (14), had the highest percentage among the four groups (**Figure 4B**).

**Figure 4:**
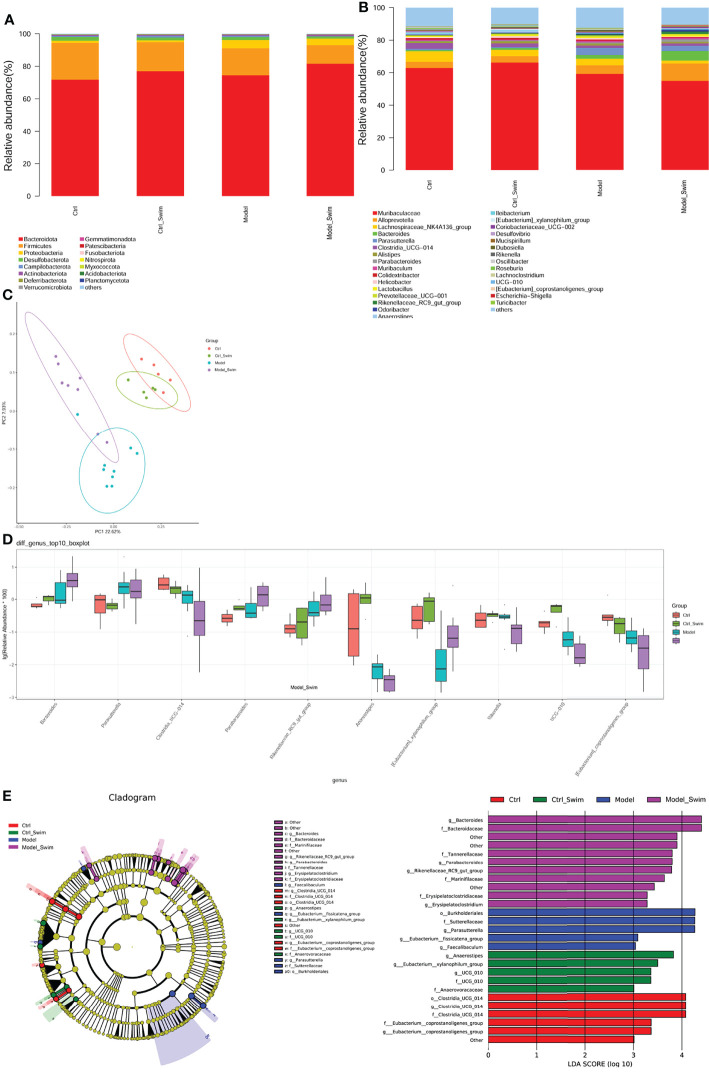
Alteration of fecal microbial community composition caused by swimming pretreatment in AOM/DSS-induced CAC Mice. **(A)**, Relative abundance in each group for the major bacterial phylum. **(B)**, Relative abundance of the main bacterial genus in each group. **(C)**, Fecal microbial community diversity analyses. Binary jaccard-based PCoA plot base of the relative abundance of OTUs displaying bacterial structural clustering. **(D)**, The top 10 genera with significant differences for relative abundances among the Model, Model_Swim, Control and Control_Swim groups; Kruskal–Wallis, all p < 0.05. **(E)**, Analysis of the different species composition among the Model, Model_Swim, Control and Control_Swim groups by LEfSe.

Although Chao1 estimates and Shannon index did not differ significantly among the groups(**Supplementary Figure S2**), however, binary jaccard-based PCoA analysis combined with the results of adonis analysis (P=0.001), demonstrated significant differences in beta diversity among the groups (**Figure 4C**). In further multivariate statistical analysis, Kruskal Wallis difference statistics identified 55 differential genera, of which Bacteroides, Parabacteroides, Rikenellaceae_RC9_gut_group were significantly more abundant in the Model_Swim group than the other three groups, while Clostridia_UCG-014, Anaeroplasma, Rikenella, UCG-010, [Eubacterium]_coprostanoligenes_group were significantly less abundant in the Model_Swim group than the other three groups (**Figure 4D** and **Supplementary Table S1**).

A cladogram generated by Linear discriminant analysis coupled with effect size measurements (LEfSe) was used to identify the specific bacteria linked to swimmimg (**Figure 4E**). The result shown that Erysipelatoclostridium, Parabacteroides, Bacteroides, Rikenellaceae_RC9_gut_group were significantly dominant (LDA scores (log10) >3.0) in the Model_Swim group, while Faecalibaculum, Parasutterella, Eubacterium:fissicatena_group were the most abundant in the Model group (LDA scores (log10) >3.0). Together, these results suggest that changes in the intestinal microbiota composition were linked to swimmimg.

### Lipid Metabolism Changes in Colonic Environment Induced by AOM/DSS and Swimming Pretreatment

The transcriptome sequencing and analysis showed that transcriptome functions were enriched to many digestion and absorption, nutrient metabolism, which hinted the effects of swimming on these aspects. As a natural lipids, the biosynthesis of PGE2 is inhibited by swimming, which attract us to investigate how swimming affects lipid metabolism in the colonic environment, which include colonic tissue and direct contacted feces, to inhibit PGE2 synthesis and its functional signaling pathway.

Firstly, we analyzed lipid metabolites in colonic tissue. We used PCA and (orthogonal) partial least squares discriminant analysis (OPLS-DA), and separate between Ctrl & Ctrl-Swim, Ctrl & Model, Ctrl-Swim & Swim, and Swim & Model, respectively. We separate between Ctrl and Ctrl_Swim (R2Y (cum) = 0.835 and Q2 (cum) = 0.598), Ctrl and Model (R2Y (cum) = 0.788 and Q2 (cum) = 0.642), Ctrl_Swim and Model_Swim (R2Y (cum) = 0.622 and Q2 (cum) = 0.82), and Model_Swim and Model (R2Y(cum) = 0.788 and Q2 (cum) = 0.642), respectively. Which demonstrated the presence of metabolic differences in these two groups. Excellent stability and reproducibility of the analytical platform were displayed by the permutation test (Ctrl & Ctrl_Swim, R2 = 0.965, Q2 = -0.137; Ctrl & Model, R2 = 0.959, Q2 = -0.16; Ctrl-Swim & Model_Swim, R2 = 0.974, Q2 = -0.151; Model_Swim & Model, R2 = 0.965, Q2 = 0.002), which can be employed in the follow-up metabolomics research (**Supplementary Figure S3**). Total of 685 metabolites were found. According to the STEM analysis (**Supplementary Figure S4**), 233 differential metabolites were found among the four groups, which decreased in the Model group but rebounded in the swimming groups(**Supplementary Figure S5**). The KEGG pathway enrichment analyses of 233 differential metabolites indicated that a total of 24 differential lipid metabolites with functional enrichment (**Figure 5A**) were related to Glycerophospholipid metabolism, Leishmaniasis, Choline metabolism in cancer, Retrograde endocannabinoid signaling, Autophagy – other, Systemic lupus erythematosus Neurotrophin signaling pathway, Kaposi sarcoma-associated herpesvirus infection, AGE-RAGE signaling pathway in diabetic complications, Autophagy – animal, Adipocytokine signaling pathway, Necroptosis, Amoebiasis, Sphingolipid signaling pathway, Glycosylphosphatidylinositol (GPI)-anchor biosynthesis, Insulin resistance, Sphingolipid metabolism, Linoleic acid metabolism, alpha-Linolenic acid metabolism, Glycine, serine and threonine metabolism, and Arachidonic acid metabolism (**Figure 5B**).

**Figure 5:**
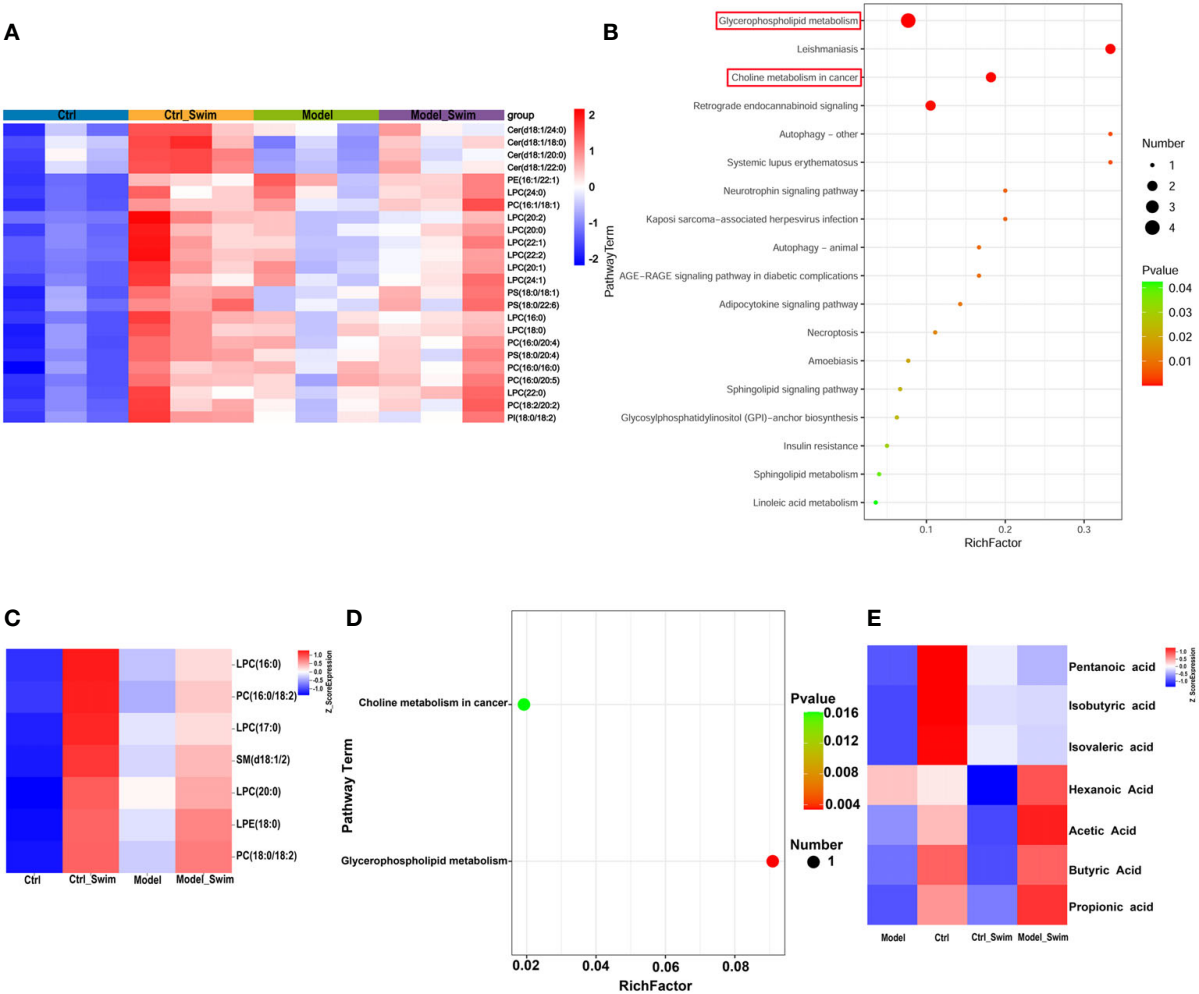
Lipid metabolism changes in colonic environment induced by AOM/DSS and swimming pretreatment. **(A)** Heatmap of 24 differential colonic lipid metabolites with functional enrichment. **(B)** KEGG enrichment analysis of the differential colonic lipid metabolites caused by swimming in AOM/DSS-induced CAC Mice. **(C)** Heatmap of 7 differential fecal lipid metabolites caused by swimming in AOM/DSS-induced CAC Mice. **(D)** KEGG enrichment analysis of the differential fecal lipid metabolites caused by swimming in AOM/DSS-induced CAC Mice. **(E)** Heatmap of fecal SCFAs alteration by swimming in AOM/DSS-induced CAC Mice.

Secondly, the fecal metabolome is considered as an intestinal microbiome functional readout. Fecal metabolic analysis as a new tool to explore the connection of microbiota composition with the host phenotype (33). As described in colonic lipid metabolism analysis, PCA, OPLS-DA, and permutation test were performed for quality control of fecal lipid metabolites analysis (**Supplementary Figure S6**). In total, 75 differential metabolites were observed in fece. On the base of a differentiated screening strategy for STEM analysis (**supplementary Figure S7**), 7 discriminating metabolites were found among the four groups, which were also significantly highly expressed in the swimming groups (**Figure 5C**). The KEGG pathway enrichment analyses revealed that these differential metabolites were involved in Glycerophospholipid metabolism and Choline metabolism in cancer (**Figure 5D**).

In addition, we performed SCFAs UPLC-MS/MS analysis on mouse feces and showed that SCFAs of the Model_Swim group was higher than that of the Model group, and the expression of Propionic Acid, Butyric Acid and Acetic Acid was higher in the Ctrl group and the Model_Swim groups, but lower in the Model group, especially Butyric Acid (P<0.05) (**Figure 5E**).

### Integration Analysis Among Intestinal Microbiota Community, Colonic Lipid Metabolites, and Transcriptomics to Construct Anti-Inflammatory and Anti-Tumorigenic Transcriptional Networks

Since the development of CRC is influenced by the interaction of the tumor microenvironment (TME) and the intestinal microbiota (34). In the present experiments, the changes induced by swimming, both systemic within the organism and changes in the intestinal flora, and their effects on the TME are directly reflected in the alteration of colonic lipid metabolites. A Spearman correlation analysis was performed to analyze the covariation between 24 colonic differential lipid metabolites with functional enrichment and 48 differentially expressed genes we selected (**Figure 6A**). The results showed that colonic lipid metabolites: PS(18:0/22:6), PS(18:0,18:1), PS(18:0,18:1), PC(18:0/20:4), PC(18:2/20:2), LPC(22:1), LPC(20:2), Cer(d18:1/18:0), Cer(d18:1/20:0), Cer(d18:1/22:0), Cer(d18:1/24:0) were closely related to Ptger2 expression, where PE(16:1/22:1) was closely associated with many gene expressions (e.g. Pla2g4f, Ptges). Cytoscape showed that the metabolites and gene functions were co-enriched for “arachidonic acid metabolism”, suggesting that colonic lipid metabolites potentially inhibit inflammatory-cancer development by suppressing Ptger2, Pla2g4f and Ptges expression, PGE2/EP2 ligand/receptor binding and activation of intracellular related signaling (**Figure 6B**).

**Figure 6:**
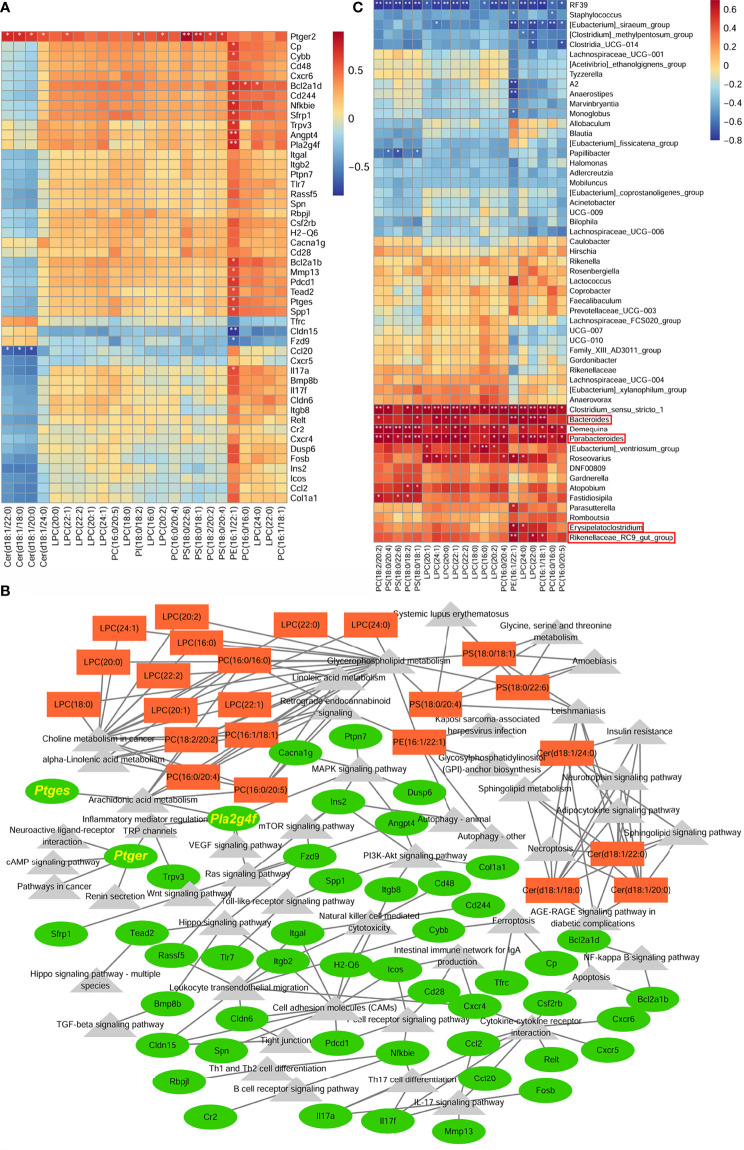
Integration analysis between colonic lipid metabolites and transcriptomics to construct anti-inflammatory and anti-tumorigenic transcriptional network. **(A)** Heatmap of correlation between 24 colonic differential lipid metabolites with functional enrichment and 48 differentially expressed genes. **(B)** Correlation network analysis between differential genes and metabolites. **(C)** Heatmap of correlation between colonic differential lipid metabolites, functionally enriched in Glycerophosphlipid metabolism and Choline metabolism in cancer, and the differential fecal microbiota. *P < 0.05, **P < 0.01.

In addition, differential metabolites in fecal and colonic tissue were functionally co-enriched in Glycerophosphlipid metabolism and Choline metabolism in cancer, which means swimming induced dominant genera mainly regulate metabolites of these two functions to exert anti-inflammatory and anti-tumorigenic effects. The correlation analysis between the differential intestinal microbiota and colonic differential lipid metabolites showed that colonic differential metabolites were positively associated with Erysipelatoclostridium, Parabacteroides, Bacteroides, Rikenellaceae_RC9_gut_group (dominant genera in the Model_Swim group) (**Figures 6C**).

In short, colonic lipid metabolites may play an anti-inflammatory and anti-cancer role by inhibiting PGE2/PTGER2 ligand/receptor binding and activating intracellular related signaling, while the metabolites with a major function in Glycerophosphlipid metabolism and Choline metabolism in cancer are influenced by swimming-induced flora alterations.

## Discussion

Chronic inflammation is a recognized risk factor for CRC (9). The previous study showed that swimming attenuates DSS-induced chronic colonic inflammation by regulating inflammation, oxidative stress and apoptosis (13). Our research showed that swimming reduced neoplasia formation rate and tumor number in mice model of AOM/DSS-induced CAC. After being shown to have anti-inflammatory effects, swimming has again been shown to have anti-inflammatory and tumorigenesis prevention effects by animal models. While exhibited anti-inflammatory effects of swimming in the transcriptional dimension by modulating numerous inflammatory signaling pathways. Our experiments also showed that the expression of COX-2, PTGES, Group IV phospholipase A2 family (PLA2G4F) and EP2 were elevated in the model group. PLA2G4F, COX-2 and PTGES are important enzymes for the synthesis of its downstream bioactive lipid products, PGE2, which binds to EP2, and act as multiple signaling pathways of modulating various pathophysiological functions in the tumor microenvironment (TME), including chronic inflammation, invasion and metastasis, cell apoptosis angiogenesis, tumor immune evasion and tumor occurrence (31, 32). In contrast, the increasing of these PGE2/EP2 pathway markers were reduced in the swimming groups. In the latest decades, COX-2 and its prostaglandin products are attracting growing interest due to their important role in colon cancer as well as in other tumors progression. However, the use of nonsteroidal anti-inflammatory drugs (NSAIDs) to inhibit COX-2 or specific COX-2 inhibitors has caused various side effects, including peptic ulcer and its complications and cardiovascular events (35, 36). These have limited the use of these drugs. The above animal experimental phenomena, consistent with preclinical studies (30), suggest that swimming may play an anti-inflammatory and tumorigenesis prevention role, and it is more acceptable to the general public and has no significant side effects risk.

Metabolic reprogramming is an important hallmark of cancer pathogenesis (37, 38). In our model, we observed that swimming reduces tumorigenicity in mice by modulating bioactive lipid products, Prostaglandin E2 (PGE2). It is suggested that lipid metabolites, as energy reserves and signaling transmitters, have a vital role in this process. The Swimming-induced changes of colonic lipid metabolites in CAC was mainly observed. We found that swimming induced the expression of 24 functionally enriched colonic lipid metabolites and regulated the expression of numerous genes closely associated with tumor development, and significant correlation between the metabolites and the genes were displayed by Correlation analysis and Cytoscape. These findings provide evidence for further investigation of the relevance of swimming-induced colonic lipid metabolites to tumors and their pathophysiological mechanisms.

With the researches on physical activity and diseases, we can easily relate to obesity, metabolic diseases prevention and control, for example, metabolic syndrome, type 2 diabetes, cardiovascular disease, etc. Researches had found that physical activity plays a role in preventing and reversing diseases by controlling inflammation, body weight and reducing insulin resistance (39, 40), however, the role in cancer prevention is not related to the body mass index (BMI) (41). Intensive studies of numerous physical activity intervention trials suggested a substantial association with physical activity and tumors development by exercise induced systemic alterations, such as endocrine system, immune response, metabolic changes (42–45). TME is a mixture of stromal and immune cells that determine cancer progression and influence response to tumor therapy, tumor-derived PGE2 undermines immunity against tumors via targeting natural killer (NK) cells, conventional type 1 dendritic cells (cDC1) (35). Besides, physical activity leads a rapid surge of catecholamines in the blood and an increasing influx of various immune cells into the tumor, e.g. NK cell, cDC1 (46). The altered lipid metabolite expression induced by swimming in our study was closely associated with inhibition of PGE2/EP2 signaling pathway, suggesting that these lipid metabolites exert anti-tumor effects by inhibiting immune escape caused by PGE2. Our results partially refine the mechanism of physical activity against cancer from a metabolic perspectives. Among these lipid metabolites, it is possible to screen for lipid metabolites with significant anti-inflammatory and tumoriogenesis prevention effects and potential to become pharmaceutical target for cancer treatment. As well as exploring the role of lipid metabolites as markers for clinical application in the diagnosis, staging and prognostic prediction of CRC.

There is a mutual and highly dynamic communication between tumor cells and TME that strongly influences all steps of tumorigenesis, moreover TME and tumors also have a systemic interaction with the whole organism, including the microbiota (47). The intestinal microbiota is a component of the formation and development of CRC along with its response on therapy. Several studies have attempted to reduce CRC risk by Dietary interventions, Weight reduction, Administration of probiotics (48). As one of the microbiota-derived metabolites, physical activity also increases fecal short-chain fatty acid (SCFAs, e.g. butyrate and propionate) which are produced from non-digestible carbohydrates in the gut, for instance, fiber and resistant starch, by the fermentation of intestinal microbiota (49–51). As an anti-inflammatory molecule, butyrate and propionate deregulate both pro-inflammatory cytokines, induce apoptosis in CRC cell lines, and modulate colonic regulatory T (Treg) cells to exert effective anti-inflammatory efficacy in animal models (52–57).. In our study, swimming changes the ratio of Firmicutes/Bacteroidetes, β-diversity, and LEfSe analysis showed significantly high abundance of 4 genera in Model_Swim group. Among the dominant genera, several species of Parabacteroides and Bacteroides supply of nutrients and vitamins both to the host and to other intestinal microbial inhabitants (58, 59). Which could partially explain why the content of several SCFAs in Model_Swim group higher than in Model group. These findings were also coherent to our previous preclinical research (14) suggesting that swimming exerts anti-inflammatory and tumorigenesis prevention role by altering intestinal microbiota and increasing SCFAs levels as oral supplementation. In addition, we identified seven additional lipid metabolites from feces that increased after swimming, which were functionally co-enriched with tissue-derived lipid metabolites in two functional signaling pathways, Glycerophosphlipid metabolism and Choline metabolism in cancer, suggesting that swimming-induced dominant genera were involved in anti-inflammatory and tumorigenesis prevention effects via these two functional pathways. Further correlation analysis of swimming-induced dominant genera with colonic lipid metabolites enriched in these two functions showed significant relevance further supporting this scenario.

Within contemporary exercise science, mice are widely employed to discover exercise intervention mechanisms for disease prevention. There are still limitations to the mouse model, however. First, mice do not mimic certain forms of movement in humans, but the swimming is the easiest kind of systemic aerobic exercise to simulate. Second, the CAC-induced mouse model does not accurately capture the pathophysiological processes of CRC in human. Third, the functional database of lipid metabolites is not yet complete, and the functions of different lipid metabolites are not fully enriched, and only a small part of the anti-inflammatory and carcinogenesis prevention functional mechanisms of lipid metabolites can be explained by the existing database. Further research as well as optimization of the metabolite functional database would be necessary.

As a conclusion, we demonstrated that the swimming pretreatment relieved AOM/DSS-induced CAC, by exerting anti-inflammatory and tumorigenesis prevention functions. Positive impact of swimming were relevant to its capacity to regulate PGE2/EP2 signaling pathway by modifying colonic lipid metabolites. The swimming can increase SCFAs in the intestine by altering the intestinal microbiota, such as increasing abundance of probiotics, and the efficacy was exerted by swim-induced genera affecting the function of colonic lipid metabolites enriched in Glycerophosphlipid metabolism and Choline metabolism in cancer. These findings demonstrated swimming was a potent preventive measure against CAC, and implied that the differential lipid metabolites screened in the experiment were candidates of medicine with anti-inflammatory and tumorigenesis prevention properties. However, the exact mechanism of the beneficial effects attributed to the lipid metabolites still deserve to be elucidated. Therefore, the research should need further screening of highly efficacious anti-inflammatory and tumorigenesis prevention lipid metabolites and intensively study their molecular mechanisms, as well as screening of tumor markers for colon tumors.

## Data Availability Statement

RNA sequencing (RNA-seq) data were deposited in the Gene Expression Omnibus (GEO) of National Center for Biotechnology Information (NCBI) and will be accessible through GEO Series accession number GSE205173 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205173) after the indicated release date. The 16S sequencing data were deposited in the NCBI BioProject under accession number PRJNA845074. The Sequence Read Archive (SRA) records will be accessible with the following link after the indicated release date: http://www.ncbi.nlm.nih.gov/bioproject/845074.

## Ethics Statement

The animal study was reviewed and approved by The Ethical Committee of Tongren Hospital, Shanghai Jiaotong University School of Medicine. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

WW designed the experiment. YC, HQZ, LZ, HJZ, JL, RK, and FZ performed the experiment. YX and XW processed the data. WW wrote the paper. DY and HP revised the paper. All authors approved the final version to be published and agree to be accountable for all aspects of the work.

## Funding

This work was supported by Shanghai Municipal Natural Science Foundation (21ZR1458600), Interdisciplinary Program of Shanghai Jiao Tong University (YG2022ZD031), Scientific research project of Health and Wellness Committee Changning District Shanghai (20214Y007), the research Fund of Key laboratory for translation research and innovative of gastrointestinal oncology (ZDSYS-2021-01), and Science and Technology Commission of Changning District of Shanghai (No. CNKW2018Y02).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Swimming Impedes Intestinal Microbiota and Lipid Metabolites of Tumorigenesis in Colitis-Associated Cancer
**Source:** Front Oncol. 2022 Jul 1;12:929092. doi: 10.3389/fonc.2022.929092
**Supplement:** Supplementary file 8

**Supplementary Table S1** Genera of bacteria changed in abundance among 4 groups.

**FDR**, false discovery rate, represents the adjusted P value; **Model_Swim_mean**, the average abundance of value in Model_Swim group; **Model_mean**, the average abundance of value in Model group; **Ctrl_Swim_mean**, the average abundance of value in Ctrl_Swim group; **Ctrl_mean**, the average abundance of value in Ctrl group.

How the deposited data were processed for this re-analysis (not part of the article)

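The deposited data are RNA sequencing of mouse colorectal tissue, with 1 library from each of 12 mice, 3 in each of the groups Ctrl, Ctrl_Swim, Model and Model_Swim. The authors trimmed reads with Trimmomatic, aligned them to GRCm38.p6 with HISAT2 and counted reads per gene with HTSeq-count, and the paper's text gives no versions of these tools and no annotation release. They deposited a table of raw counts and a table of FPKM values from Cufflinks, both for 18514 genes listed by symbol. The counts were whole numbers without normalization. In each gene the FPKM was 0 exactly where the count was 0 and was otherwise proportional to the gene's share of the library's counts. Of the symbols, 17577 were found in the RefSeq annotation of GRCm38.p6, from which gene positions were taken. In 12 gene names a spreadsheet had replaced the symbol by a date, and these genes were kept under the name listed. Total counts per library lay between 17256953 and 19451055, so that a count of 3 is at most 0.174 CPM. Intervals and limits of this kind cover counting error only and not the spread between mice.

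The counts were analysed in R 4.3.3 with edgeR 4.0.16. Libraries were scaled by TMM, genes were kept by filterByExpr with a minimum count of 10 (15484 of 18514 genes), and a quasi-likelihood fit of the 4 groups was tested for Model vs Ctrl, Model_Swim vs Model, Ctrl_Swim vs Ctrl, Model_Swim vs Ctrl_Swim and the interaction of swimming with AOM/DSS. P-values were adjusted by Benjamini-Hochberg within each comparison. Genes with an adjusted p under 0.05 and a fold change over 2 or under 0.5 were counted as differential. CPM values are TMM-scaled, and log2 CPM uses a prior count of 2. STEM was not run. The paper's screening rule was applied as worded, on the mean log2 CPM of each group, to the union of the 4 comparisons. Genes responsive to AOM/DSS were selected by the same cutoffs in a fit of the 6 AOM/DSS mice against the 6 others, and the share of them that lay farther from control in Model than in Model_Swim was tested exactly over the 20 labellings of the 6 mice, one-sided.

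The 48 genes were read from Fig. 3K and Fig. 6A. KEGG enrichment was not recomputed, since no pathway tables were at hand. In its place, 19 lists of marker genes written from general knowledge were tested with camera (limma 3.58.1, correlation 0.01) and with fry, adjusted over the lists and the 4 comparisons. The lists cover pancreatic acinar cells, pancreatic islets, squamous epithelium, mature colonocytes, goblet cells, Wnt targets and tumour programme, proliferation, smooth muscle, fibroblasts and matrix, adipocytes, skeletal muscle, B cells and lymphoid follicles, plasma cells, T cells, neutrophils, macrophages, Paneth cells, the prostaglandin pathway, and the position of distal colon and rectum. Genes of the Y chromosome and of X inactivation were looked at as a check of the mice's sex. A list's CPM sum adds its genes' CPM, over all of its genes in the tables.

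The groups, tests, cutoffs, lists, alternatives and the rule for naming genes were set before the data were examined. By that rule, the text names every gene that the paper's text names, the most abundant genes of a list under discussion, and for each comparison up to 3 genes with the largest increase and 3 with the largest decrease among those past the cutoffs, without overlap between the mice of both groups and with a mean of at least 1 CPM, leaving out gene models, pseudogenes and segments of antigen receptors. The alternatives were DESeq2's size factors in edgeR, DESeq2 1.42.0 (the study's tool) with its own test, no filter on low counts, fits of only the groups compared, the replicate number as a block, the adjusted p alone, the mean log2 CPM of the acinar list as a covariate, limma on log2(FPKM + 1) for genes with a mean FPKM of at least 0.5, limma on log2(FPKM + 0.1), limma on log2(FPKM + 1) without a filter, all 6 pairs of groups for the union, a pair of other screening rules, and 12 fits that each left out 1 mouse. Covariates for the squamous list and for the position list, and a term for batches inferred from reads of pancreatic genes, were added after seeing the data.

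The code was tested on simulated data of the same size, with 200 genes changed 4-fold in the Model group. Of these, edgeR recovered 184 between Model and Ctrl with 4 other genes called, and 182 between Model_Swim and Model. DESeq2 recovered 189 with 16 others and limma 185 with 4 others. With none planted between Ctrl_Swim and Ctrl, edgeR and limma called 0 genes and DESeq2 called 10. The simulated genes varied independently, each with 1 spread for all groups. In the real data the Model mice differed from one another more than the mice of other groups. The simulation therefore checks the code and does not measure the recovery or error rate in these data.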

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

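The tests of AOM/DSS as the cause of the digestive enzyme, neutrophil and tumour programme genes, of anorectal tissue for the squamous and skeletal muscle genes, of tumour content after swimming, of the circadian clock as a whole, of the time of day and of sequencing batches were chosen only after the results were seen. Total counts lay between 17256953 and 19451055 in all 12 libraries, so depth differed little between them.

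Genes of pancreatic acinar cells, which the paper does not analyse as a group, summed to 58173 CPM in Model 1, far above the highest Ctrl mouse at 731 CPM. Of the 38 genes in the list, 22 were tested, 20 had at least 1 CPM in Ctrl, 0 are in another list and 1 is among the study's 48 genes. The tables argue against a rise of these genes in the colon with AOM/DSS as such, since the highest sum of the other 4 AOM/DSS mice was 486 CPM and each of the 3 Ctrl mice lay above all 4. What stays open as a candidate explanation is pancreatic tissue carried along at dissection in Model 1 and Model 3. These were the 2 highest mice for 20 of the 22 tested acinar genes, against 2.53% of all tested genes, and for both insulin genes. The most abundant acinar genes, Ctrb1, Cela2a and Pnlip, had 7902, 7079.5 and 7201 CPM in Model 1 and 3267, 3695 and 3046 CPM in Model 3. The sums in Model 1 and Model 3 stood in a ratio of 2.04, and over the tested genes the log2 ratio had a median of 1.09 (SD 0.64). The list took 5.82% and 2.86% of the library total after TMM normalization in these mice and at most 0.0731% in the other 10. A response to AOM/DSS in only some mice was not tested.

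Genes of squamous epithelium summed to 2954 CPM in Model 2, and genes of skeletal muscle to 619 CPM in Ctrl_Swim 4. The paper analyses neither group of genes, and the highest Ctrl mice lay at 442 and 98.1 CPM. All 28 squamous genes were tested, of which 7 had at least 1 CPM in Ctrl, 0 are in another list and 1, Trpv3, is among the study's 48 genes. Of the 17 skeletal muscle genes 11 had at least 1 CPM in Ctrl, and 0 are in another list or among the 48. The squamous sum was over 3 times that of the highest Ctrl mouse in 5 mice, namely Ctrl_Swim 4 (1577 CPM), Model 1 (1838 CPM), Model 2, Model_Swim 2 (1846 CPM) and Model_Swim 3 (1803 CPM). Among the abundant genes of both lists, Krt5 had 457 CPM and Krt14 339 CPM in Model 2, and Acta1 had 116 CPM and Ckm 82.0 CPM in Ctrl_Swim 4. Ctrl_Swim 4 received no AOM/DSS and Model 1 and Model 2 did not swim, so neither treatment is shared by the 5 mice. Tissue of the anorectum, carried along with the colon, cannot be told apart from other sources. In 4 of the 5 mice the skeletal muscle sum was above that of all 7 other mice, whose highest was 255 CPM, but in Model_Swim 3 it was 37.5 CPM, which leaves the question open.

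Genes of Wnt targets and the tumour programme, which the paper does not analyse as a group, summed to 1755 CPM in Model 1, where the highest Ctrl mouse lay at 447 CPM. Of the 20 genes, 18 had at least 1 CPM in Ctrl, 1 is in another list and 0 are among the study's 48 genes. Of the more abundant ones, Nkd1 had 218 CPM and Axin2 157 CPM in Model 1. The values are consistent with AOM/DSS treatment, since 5 of the 6 AOM/DSS mice lay above the highest of the 6 others, at 449.6 CPM, and the sums differed between the 6 and 6 mice (exact permutation test, p = 0.00649). Model 3, at 449.3 CPM, was the exception. The sums give no sign of a lower tumour content after swimming, since 2 Model mice lay below and 1 above all 3 Model_Swim mice, which ranged from 785 to 865 CPM (exact permutation test of Model against Model_Swim, p = 1). The question stays open because the Model mice lie on both sides of the Model_Swim mice. The part of each piece that was tumour is not known, and position along the colon stays open.

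Genes of neutrophils, which the paper does not analyse as a group, summed to 239 CPM in Model_Swim 3, where the highest Ctrl mouse lay at 18.4 CPM. Of the 17 genes in the list, 15 were tested, 4 had at least 1 CPM in Ctrl, and 0 are in another list or among the study's 48 genes. The abundant genes S100a9 and Lcn2 had 87.4 and 43.7 CPM in Model_Swim 3. This is consistent with AOM/DSS treatment, which inflames the colon. The lowest AOM/DSS mouse lay at 39.0 CPM and the highest other mouse at 30.5 CPM, with the smallest p that 6 mice against 6 can give (exact permutation test, p = 0.00216). The Model and Model_Swim mice overlapped, at 39.0 to 188 CPM and 52.2 to 239 CPM (exact permutation test, p = 0.7). With 3 mice against 3 this test cannot give a p below 0.1, so a difference between these groups stays open.

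Arntl, a gene of the circadian clock that the paper does not discuss, had a mean of 51.0 CPM in Model, above the highest Ctrl mouse at 23.9 CPM. Of the 11 genes that passed the cutoffs between Model_Swim and Model, 7 belong to a list of 17 clock genes. A shift of the clock as a whole may lie behind them, since all 10 clock genes that had not been noticed first moved in the predicted sense between Model_Swim and Model. Of these 10, 9 had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05 in edgeR's test. All 10 moved in the opposite sense between Model and Ctrl, 6 of them with an adjusted p under 0.05, and between Ctrl_Swim and Ctrl 8 of the 10 followed the sense of Model_Swim. The tables argue against batches of Model and Model_Swim as the source, since all 11 genes also differed with the opposite sign between Model and Ctrl, which fall on the same side of the division by pancreatic reads described under other observations. With a term for that division, 0 genes passed between Model_Swim and Model (719 at an unadjusted p under 0.05). The term was estimated within the Ctrl_Swim mice alone, so the loss of the calls cannot tell a batch from a loss of precision. The log2 fold change of Arntl was -1.58 with the term and -1.41 without it. A different time of day at collection cannot be told apart from an effect of AOM/DSS or swimming on the clock, because the paper's text does not state the hour. An index of clock genes on the log2 scale was 0.64 ± 0.08 in Ctrl, 1.88 ± 0.20 in Ctrl_Swim, -1.24 ± 0.38 in Model and 0.91 ± 0.08 in Model_Swim (SD, n = 3 each). The highest Model mouse lay 1.35 below the lowest of the other mice, and the index differed between Model_Swim and Model with the smallest p that 3 mice against 3 can give (exact permutation test, p = 0.1).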

How the results depend on the processing

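The covariates for the squamous and position lists and the inferred batch term were chosen only after the results were seen. Apart from named genes, 245 of 324 values under the alternatives kept their direction and stayed within 1.5 times the count reported, and 79 moved. Where a count moved, the cause was not tested, except that the adjusted p alone calls more genes by construction.

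The count between Model and Ctrl was 1150 genes. It was 5066 with the adjusted p alone, 750 with the acinar covariate, 451 with limma on log2(FPKM + 1), 426 with the same without a filter, and 514 with the squamous covariate. It ranged from 718 (without Ctrl 2) to 1679 (without Model 3) over the 12 fits that each left out 1 mouse.

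The 11 genes between Model_Swim and Model became 115 with DESeq2, 34 without a filter on low counts, 2 with only the groups compared, 22 with the replicate block, 1 with the acinar covariate, 18 with limma on log2(FPKM + 0.1), 54 with the squamous covariate, 105 with the position covariate and 0 with the inferred batch term (719 at an unadjusted p under 0.05). Leaving out 1 mouse gave 6 (without Model_Swim 2) to 327 (without Model 3), with 68 without Model 2 and 17 without Ctrl_Swim 2. The share higher in Model_Swim changed from 10 of 11 to 42 of 115 with DESeq2, 16 of 34 without a filter, 27 of 54 with the squamous covariate and 13 of 68 without Model 2. All 11 genes were among the 115 of DESeq2, and 0 of them was the gene called with the acinar covariate.

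Between Ctrl_Swim and Ctrl, the 26 genes became 76 with DESeq2, 52 with only the groups compared, 1 with the replicate block, 150 with the adjusted p alone, 5 with limma on log2(FPKM + 1), 2 with the same without a filter, 9 with limma on log2(FPKM + 0.1), 16 with the squamous covariate, 40 with the position covariate and 0 with the inferred batch term (1459 at an unadjusted p under 0.05). Leaving out 1 mouse gave 0 (without Ctrl 1, Ctrl 3 or Ctrl_Swim 3, with 1878, 1929 and 2182 at an unadjusted p under 0.05) to 38 (without Model 1). The other fits that moved it gave 3 without Ctrl 2, 5 without Ctrl_Swim 2, 6 without Ctrl_Swim 4, and 9, 1 and 14 without Model_Swim 1, 2 and 3.

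Between Model_Swim and Ctrl_Swim, the 155 genes became 274 with DESeq2, 272 with only the groups compared, 18 with the replicate block, 802 with the adjusted p alone, 75 with limma on log2(FPKM + 1), 59 with the same without a filter, 280 with the position covariate and 54 with the inferred batch term. Leaving out 1 mouse gave 46 (without Model_Swim 3) to 274 (without Model 3), with 71, 52 and 103 without Ctrl_Swim 2, 3 and 4, and 91 and 50 without Model_Swim 1 and 2. The replicate numbers do not pair the mice. Same-number mice had a mean residual correlation of 0.0565 over 15 pairs of libraries (4 over 0.1) and other mice -0.0228 over 39 (13 over 0.1), so the block is given here only.

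For the interaction, 0 genes (2947 at an unadjusted p under 0.05) became 213 with DESeq2, 2 with the acinar covariate and 20 with the position covariate, and 0 to 248 when 1 mouse was left out (248 without Model 3, 62 without Ctrl_Swim 2, 38 without Model 2 and 20 without Model 1). A fit of only the groups compared gives no value for it.

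The union of 1203 genes became 5269 with the adjusted p alone, 469 with limma on log2(FPKM + 1), 437 with the same without a filter and 631 with the squamous covariate, and ranged from 765 (without Ctrl 2) to 1792 (without Model 3). The 967 screened genes became 4279 with the adjusted p alone, 413 and 391 with these limma settings, 529 with the squamous covariate, 465 by the nearest of the 7 profiles and 11 when Model_Swim and Model also had to pass the cutoffs, and ranged from 658 (without Ctrl 2) to 1671 (without Model 3).

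Of the 48 listed genes, 42 passed between Model and Ctrl, against 27 with the acinar covariate, 25 with limma on log2(FPKM + 1), 24 with the same without a filter and 23 with the squamous covariate, and 33 to 43 when 1 mouse was left out. None passed between Model_Swim and Model (16 at an unadjusted p under 0.05), 1 with DESeq2, and 0 to 1 when 1 mouse was left out (Rbpjl without Model 2, Pla2g4f without Model 3). The numbers of marker lists called, 12, 10, 9 and 8 in the 4 comparisons, stayed within 1.5 times under all alternatives run, and the share of responsive genes farther from control in Model stayed above 50% under all of them, from 53.3% without Model 1 to 88.9% without Model 3.

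The log2 fold change of Ptger2 between Model_Swim and Model, 0.066, turned to -0.27 with the acinar covariate, -0.048 with the inferred batch term and -0.024 without Model 1 (-0.024 to 0.19 when 1 mouse was left out). That of Ptgs2, -0.21, turned to 0.083 with the inferred batch term and 0.0034 without Model 2 (-0.32 to 0.0034 when 1 mouse was left out). That of Cela2a between Model and Ctrl turned to -0.015 with the acinar covariate, which by construction removes what the acinar genes share. Over the named genes, 690 of 896 values kept both direction and call, 199 lost the call, 1 gained it (Pla2g4f between Model_Swim and Model without Model 3) and 6 reversed. Of the list of 48 genes, Il17f, Ins2, Rbpjl and Cldn6 did not pass the filter on low counts. Depth alone does not account for Rbpjl. It passed the cutoffs between Model and Ctrl in each fit without 1 mouse other than those without Model 1 or Model 3. These 2 mice had the high sums of acinar genes, and both insulin genes were highest in them.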

Differences from the paper's values

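Apart from the covariates for the squamous and position lists and the inferred batch term, no test below was chosen only after the result was seen. The paper screens 279 genes (the paper's value) that were altered in Model and moved back in Model_Swim, while 967 genes met the rule here. Of the alternatives set before the data were examined, limma on log2(FPKM + 1) (413 genes) and the same without a filter (391 genes) fall within 1.5 times the paper's 279. All the others do not, with 4279 for the adjusted p alone, 1133 for DESeq2, 1003 without a filter on low counts, 971 with DESeq2's size factors, 944 with the replicate block, 822 with limma on log2(FPKM + 0.1), 805 with only the groups compared, 662 with the acinar covariate, 465 by the nearest profile, 11 when Model_Swim and Model also had to pass the cutoffs, and 658 (without Ctrl 2) to 1671 (without Model 3) when 1 mouse was left out.

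The paper states that Ptger2 is raised in Model. Here its log2 fold change between Model and Ctrl was 0.31 (edgeR's adjusted p = 0.329, from 0.140 to 0.636 over its alternatives), its highest group mean was that of Ctrl_Swim, and it passed the cutoffs between Model and Ctrl under none of the settings run. The paper's Discussion states that swimming reduced the rise of the PGE2/EP2 markers. The log2 fold change of Ptger2 between Model_Swim and Model was 0.066 (edgeR's adjusted p = 0.931, from 0.804 to 0.999 over its alternatives). It was below 0 with the acinar covariate (-0.27), without Model 1 (-0.024) and with the inferred batch term (-0.048), which was chosen after seeing the values, and it passed the cutoffs under none of them.

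The paper lists 48 genes as differential. Of these, Ptger2 and Trpv3 did not pass the cutoffs in any of the 4 comparisons, and Il17f, Ins2, Rbpjl and Cldn6 were left out by the filter on low counts. Between Model and Ctrl, Trpv3 passed with DESeq2, with the acinar covariate, without Model 3, and with the position covariate, which was chosen after seeing the values. Cldn6 passed with DESeq2, and Il17f without a filter on low counts. Rbpjl passed with DESeq2, without a filter, with the 3 limma settings and in each fit without 1 mouse other than those without Model 1 or Model 3. Ins2 passed without a filter, with the 3 limma settings, and in each fit without 1 Ctrl_Swim mouse, 1 Model_Swim mouse or Model 2. In Model_Swim against Model, where 0 of the 48 passed (16 at an unadjusted p under 0.05), Rbpjl passed with DESeq2 and without Model 2, and Pla2g4f passed without Model 3.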

Other observations

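The tests of reads crossing between libraries, of position along the colon, of the share of epithelium, and of other groupings for the 48 genes, the marker lists, the union, the screened genes, the interaction and the responsive genes were chosen only after the result was seen.

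Other groupings of the mice were put through the same fits. For each of the 4 comparisons, 1 of the 10 splits of the 6 mice, the real one, gave as many genes past the cutoffs, and the other 9 gave 0. With 10 splits this share cannot fall under 0.1. For the 48 genes, 1 of 10 splits gave as many between Model and Ctrl, and 10 of 10 between Model_Swim and Model, where the real count is 0 (16 at an unadjusted p under 0.05). For the marker lists, 4, 4, 7 and 9 of the 10 splits gave as many called lists in Model vs Ctrl, Model_Swim vs Model, Ctrl_Swim vs Ctrl and Model_Swim vs Ctrl_Swim, and the other splits called 7 to 12, 7 to 12, 6 to 12 and 7 to 13 lists. Camera's calls in single comparisons therefore carry little weight. Over 100 groupings of the 12 mice, 1, the real one, gave a union as large (up to 884 genes in the others) and 1 as many screened genes (up to 317), while 100 of 100 gave as many genes as the interaction's 0 (2947 at an unadjusted p under 0.05 in the real one). Of 100 splits into 6 and 6 mice, 1, the real one, gave as many genes responsive to AOM/DSS, and the others gave 0.

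In Ctrl 1 to 3, Ctrl_Swim 3 and Model 2, 8 abundant pancreatic genes lay at 0.0430% to 0.0747% of their summed level in Model 1 and Model 3. In Ctrl_Swim 2, Ctrl_Swim 4 and the 3 Model_Swim mice the share was 0.00530% or less. Gene by gene, the mean share in the 5 mice named first ran from 0.0473% to 0.0640%. The mice were divided at a median of 1 CPM over 10 abundant acinar genes. The 8 genes are those of the 10 that stayed under 1 CPM in all mice on the low side. This choice sets the low share there in part and may favour an equal share per gene. A candidate explanation is reads crossing between libraries sequenced together with Model 1 and Model 3, which needs an equal share for every gene. Neither the labels nor the paper's text give batches, and no biological explanation was tested.

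The Model mice differed from one another more than the mice of other groups, with squared differences between 2 mice, relative to counting error, of 79.6 to 119 per gene in Model and 7.69 to 23.1 in the other groups. Of 32 tested Hox genes, 26 had their largest spread in Model, against 50.2% of all tested genes, with a median SD of log2 CPM of 0.56 in Model, 0.16 in Ctrl, 0.22 in Ctrl_Swim and 0.16 in Model_Swim. For 7 of the 7 genes from Hoxb3 to Hoxb9, Model 1 and Model 2 were the 2 lowest mice. Hoxb13 had 7.46 CPM and Hoxd13 0.283 CPM in Model 3, against 81.2 to 116 CPM and 13.0 to 33.9 CPM in the Ctrl mice. Pieces from different positions along the colon may account for this, but position cannot be told apart from a response to AOM/DSS that differs between mice, since the place of each piece is not given.

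Trpv3 and Pla2g4f were high in Model 1 and Model 2, where the squamous genes were high as well. Squamous epithelium of the anorectum as their whole source is argued against by Ctrl_Swim 4, Model_Swim 2 and Model_Swim 3, whose squamous genes were about as high as in Model 1. Pla2g4f lay between 6.29 and 9.51 CPM and Trpv3 between 3.82 and 10.9 CPM there, against 20.5 and 15.9 CPM in Model 1. Other values go with a squamous source. Model 3, with the lowest squamous sum of the 12 mice (343 CPM), had 3.68 CPM of Pla2g4f, and with the squamous covariate the log2 fold change of Pla2g4f between Model and Ctrl fell from 1.32 to 0.33 (edgeR's adjusted p = 0.684, from 5.99e-05 to 0.684 over its alternatives). A squamous source of part of the expression and an effect of AOM/DSS in some mice stay open.

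Between Ctrl_Swim and Ctrl, 22 genes passed the cutoffs downward, among them Pnliprp2, Pla2g4c and Ang4. Their log2 fold changes were -4.47, -4.34 and -2.95 (edgeR's adjusted p = 0.0431, 0.0348 and 0.0442). These calls were lost in 15, 12 and 14 of the alternatives. Upward, 4 genes passed, Inmt, B3galt2, Cys1 and Cdh19, the last named after its values were seen. All 4, selected on these mice, were higher in each Ctrl_Swim mouse than in each Ctrl mouse (27.4% of all genes tested had no overlap, where chance alone gives 10%), and 0 of them are in the list of B cells and lymphoid follicles. A lymphoid follicle in the tissue piece of some mice is argued against as their source, since the B cell sum was 112 CPM in Ctrl_Swim 2, within the range of the Ctrl mice, although it was 309 CPM in Ctrl_Swim 4. Without Ctrl 1, Ctrl 3 or Ctrl_Swim 3, 0 genes passed in this comparison (1878, 1929 and 2182 at an unadjusted p under 0.05). With the inferred batch term 0 genes passed (1459 at an unadjusted p under 0.05), but the log2 fold changes moved little, from 1.64 to 1.56 for Inmt, from 1.54 to 1.57 for B3galt2 and from 1.15 to 1.08 for Cys1. Ctrl_Swim 3, which falls on the same side of the division by pancreatic reads as the Ctrl mice, also lay above every Ctrl mouse for all 4 genes, but it is a single library. An effect of swimming and a batch both stay open. All 14 goblet cell genes were lower in Ctrl_Swim, with a median log2 fold change of -0.75 (sums 46926 ± 6724 CPM in Ctrl and 18149 ± 2530 CPM in Ctrl_Swim, SD, n = 3 each, exact permutation test, p = 0.1, the smallest possible). A smaller share of epithelium in the tissue piece cannot be told apart from an effect of swimming, because the lists point different ways. The mature colonocyte genes went both ways, with 8 of 22 higher in Ctrl_Swim and a median of -0.11 (SD 0.32 over the genes), which decides nothing. All 16 proliferation genes were lower, as a smaller share would give, but so were all 11 plasma cell genes, which are not epithelial (fry's adjusted p = 0.0352 and 0.0144 for proliferation and goblet cells, and 0.0136 for plasma cells, with medians of -0.45, -0.75 and -0.40).

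By camera, lists called higher in Model than in Ctrl were those of acinar cells, squamous epithelium, Wnt targets and tumour programme, fibroblasts and matrix, skeletal muscle, B cells, T cells, neutrophils and macrophages, and lists called lower were mature colonocytes, goblet cells and Paneth cells. Fry called fibroblasts, B cells, T cells, neutrophils and macrophages. Islets, proliferation, smooth muscle, adipocytes, plasma cells, the prostaglandin pathway and position were not called. In Model_Swim against Model, mature colonocytes, adipocytes and Paneth cells were called higher, and acinar cells, proliferation, fibroblasts, B cells, plasma cells, T cells and macrophages lower, of which fry called plasma cells. In Ctrl_Swim against Ctrl, squamous epithelium, skeletal muscle, B cells, T cells and neutrophils were called higher, and acinar cells, goblet cells, proliferation and plasma cells lower, of which fry called goblet cells, proliferation and plasma cells. In Model_Swim against Ctrl_Swim, squamous epithelium, goblet cells, Wnt targets, fibroblasts, adipocytes, neutrophils and macrophages were called higher and B cells lower, of which fry called fibroblasts and macrophages. The 4 genes of the Y chromosome summed to between 192 and 239 CPM in all 12 mice, which the paper's methods describe as male. The gene of X inactivation is not listed in the tables.

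Ptgs2, which encodes COX-2, measured by the paper as protein, had a log2 fold change of 0.71 between Model and Ctrl (standard error 0.27, edgeR's adjusted p = 0.0591) and -0.21 between Model_Swim and Model (standard error 0.26, edgeR's adjusted p = 0.778). The latter turned to 0.0034 without Model 2.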
